# Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development

**DOI:** 10.1371/journal.pone.0286040

**Published:** 2023-10-19

**Authors:** Laura M. Cowell, Michael King, Helena West, Matthew Broadsmith, Paul Genever, Mary Elizabeth Pownall, Harry V. Isaacs

## Abstract

Activation of Map kinase/Erk signalling downstream of fibroblast growth factor (Fgf) tyrosine kinase receptors regulates gene expression required for mesoderm induction and patterning of the anteroposterior axis during *Xenopus* development. We have proposed that a subset of Fgf target genes are activated in the embyo in response to inhibition of a transcriptional repressor. Here we investigate the hypothesis that Cic (Capicua), which was originally identified as a transcriptional repressor negatively regulated by receptor tyrosine kinase/Erk signalling in *Drosophila*, is involved in regulating Fgf target gene expression in *Xenopus*. We characterise *Xenopus Cic* and show that it is widely expressed in the embryo. Fgf overexpression or ectodermal wounding, both of which potently activate Erk, reduce Cic protein levels in embryonic cells. In keeping with our hypothesis, we show that Cic knockdown and Fgf overexpression have overlapping effects on embryo development and gene expression. Transcriptomic analysis identifies a cohort of genes that are up-regulated by Fgf overexpression and Cic knockdown. We investigate two of these genes as putative targets of the proposed Fgf/Erk/Cic axis: *fos* and *rasl11b*, which encode a leucine zipper transcription factor and a ras family GTPase, respectively. We identify Cic consensus binding sites in a highly conserved region of intron 1 in the *fos* gene and Cic sites in the upstream regions of several other Fgf/Cic co-regulated genes, including *rasl11b*. We show that expression of *fos* and *rasl11b* is blocked in the early mesoderm when Fgf and Erk signalling is inhibited. In addition, we show that *fos* and *rasl11b* expression is associated with the Fgf independent activation of Erk at the site of ectodermal wounding. Our data support a role for a Fgf/Erk/Cic axis in regulating a subset of Fgf target genes during gastrulation and is suggestive that Erk signalling is involved in regulating Cic target genes at the site of ectodermal wounding.

## Introduction

Fibroblast growth factors (Fgfs) are important regulators of gene expression during *Xenopus* development [1–4]. Binding of Fgf ligands to Fgf receptor tyrosine kinases (RTKs) activates several intracellular signal transduction pathways, including the Map kinase/Erk pathway [5–7]. Data indicate that Fgfs are the dominant activators of Erk signalling in the early *Xenopus* embryo [2, 8]. A number of transcription factors are involved in the regulation of Fgf/Erk target genes in *Xenopus*, including AP-1, a dimer of Fos and Jun proteins, and Ets family proteins [9, 10]. The prevailing model is that during Fgf signalling, Erk (either acting directly, or indirectly, via activation of additional target kinases) phosphorylates and regulates the activity of transcription factors, leading to changes in gene expression.

We have previously proposed that a subset of Fgf target genes are transcribed when Erk inhibits the activity of a labile transcriptional repressor [11, 12]. In the current study we investigate the Cic (Capicua) transcription factor as a candidate transcriptional repressor regulating gene expression downstream of Fgf signalling in the *Xenopus* embryo. Capicua was originally identified in *Drosophila* and studies of Capicua and its vertebrate orthologue Cic have shown that in the absence of EGFR signalling Cic binds to target genes and inhibits their transcription [13–15]. EGFR signalling activates ERK, which in turn phosphorylates and inhibits Cic resulting in de-repression of target genes [16–18]. While Cic has been proposed as a general mediator of RTK/Mapk signalling, reviewed [19], the role of FGFR as a potential upstream regulator of Cic mediated gene expression during early vertebrate development has not been investigated.

We hypothesise that in the absence of Fgf signalling, *Xenopus* Cic constitutively represses a subset of Fgf regulated genes but upon activation of Fgf/Erk signalling this repression is relieved. In the present study, we show that Cic is expressed early in *Xenopus* development and activation of Erk signalling destabilises Cic protein. Zygotic Cic knockdown causes a phenotype characterised by loss of anterior structures, similar to that reported for overexpression of Fgf4 [3, 20]. Our transcriptomic analysis demonstrates significant overlap of genes up-regulated by Cic knockdown and Fgf overexpression, including known targets of Fgf regulation and genes involved in regulating Fgf/Mapk signalling. We identify the *fos* and *rasl11* genes as putative targets of Cic. Both genes contain consensus Cic binding and are up-regulated by Cic knockdown and Fgf4 over-expression. Furthermore, *fos* and *rasl11b* are expressed dynamically in the mesoderm at gastrula stages and their normal expression requires Fgf/Erk signalling.

Wounding of the embryonic ectoderm also leads to a potent activation of Erk. We show that activation of expression from *fos* and *rasl11b* is a remarkably fast transcriptional response to wounding, and that the *fos* response to wounding is largely dependent on Erk signalling. Our data suggest a possible role at the site of embryonic wounding for Erk signalling in the regulation of gene expression via inhibition of the Cic transcriptional repressor.

## Materials and methods

### Ethics statement

Animal work was undertaken as part of the UK Home Office project licence to M.E.P. (POF245295) in accordance with the Animals Scientific Procedures Act (1986) and was approved by the Animal Welfare and Ethical Review Body at the University of York.

### Embryological methods

*Xenopus laevis* embryos were cultured in Normal Amphibian Medium/10 (NAM/10) and microinjection carried out in NAM/3 + 5% ficoll. *Xenopus tropicalis* embryos were cultured in Modified Ringers Solution/20 (MRS/20) and microinjection carried out in MRS/9 + 3% ficoll.

### Drug inhibitors

Drug treatments were carried out in 0.1% or 0.2% DMSO in MRS/20. Fgfr inhibitor SU5402 (Sigma-Aldrich) [21] and Mek1 and 2 inhibitor PD0325901 (Cell Guidance Systems) [22], treatments were at final concentrations of 200 μM and 25 μM, respectively.

### Tagged Cic proteins

A 4828 bp fragment from the Myc-CICf plasmid donated by the Huda Zoghbi lab [23] (Addgene plasmid #48185) and coding for N-terminal Myc epitope-tagged mouse CIC-S was cloned into the Stu1 and Xba1 site of pCs2+. Synthetic myc-Cic mRNA was synthesised using SP6 RNA polymerase [20]. PCR, using pcDNA5/FRT/TO GFP-Capicua plasmid [18], was used to generate a transcription template containing a functional SP6 RNA polymerase promoter, the bovine growth hormone polyA sequence and encoding an amino terminal fusion of eGFP to the *H*. *sapiens* CIC-S protein.

### Identification of Xenopus Cic sequences

The *Mus musculus* amino acid sequence was aligned to the *Xenopus tropicalis* genome to identify potential Cic protein coding exons. Primers were designed using the predicted exon sequence to amplify *Cic* cDNA fragments from *stage 25 Xenopus tropicalis cDNA* covering the full open reading frames of *cic-l* and *cic-s*. Overlapping fragments were used to produce consensus open reading frames and conceptual peptide sequences for Cic-l and Cic-s. The empirically determined sequences of *Xenopus tropicalis* cic-l and cic-s have been submitted to GenBank with accession numbers OQ689245 and OQ689244.

### RT-PCR and qPCR

Total RNA was isolated using TRI Reagent (Sigma)cDNA was synthesised with SuperScript II or IV Reverse Transcriptase from mRNA using either gene specific primers or random hexamers, for cloning of *Cic* cDNA fragments, or Oligo d(T) primers, for RT-PCR expression analysis. qPCR methods were as per [24]. Relative expression levels of each gene were calculated using the 2–ΔΔCt method and normalised to *dicer* [25].

### In situ hybridisation analysis

Analysis of mRNA expression was as per [26] with modifications described in [27]. Double in situ analysis was as described in [28]. However, for analysis of mRNA expression at wound sites, in order to avoid confounding tissue damage, membranes were not removed, and were permeabilised by pre-treating with 0.1M potassium dichromate in 5% acetic acid solution for 40 minutes, washing in PBS and then bleaching with 5% H_2_0_2_ under illumination for 45 minutes. After extensive washing, the standard protocol, without permeabilisation by proteinase K, was continued.

### Immunohistochemistry

Immunohistochemistry was undertaken as described in [29]. Primary antibodies were 1/10,000 dilution of anti-dpERK1+2 monoclonal mouse antibody (Sigma) and 1/5,000 dilution of anti-myc 9E-10a monoclonal mouse antibody (Cell Signalling Technology) at 4°C overnight. Secondary antibody was a 1/1000 dilution of horse anti-mouse IgG-alkaline phosphatse conjugated secondary (VectorLab). Immunostaining was visualised using BM Purple substrate (Roche).

### Western blot analysis

Embryos were homogenised in Phosphosafe buffer (Novagen) and used for western blotting. The primary antibodies were anti-myc mouse monoclonal 9E-10 (gift of Paul Pryor, University of York) at 1/500, β-catenin (Sigma) at 1/25,000, anti-dpERK mouse monoclonal (Sigma) at 1/5,000, total ERK rabbit polyclonal (Sigma) at 1/500,000 and anti-gfp mouse antibody (Clontech) at 1/4000. Secondary antibodies used were anti-mouse at 1/4,000 and anti-rabbit (Cell signalling Technology) at 1/2,000. Proteins were detected using BM chemiluminescence blotting substrate (Roche).

### TALEN targeting of Cic

TALENs were targeted to the HMG box of cic-s and cic-l in exon 6. The spacer region between the forward and reverse TALENs corresponds to the amino acid sequence (HRALV) in the HMG box of Cic-s and Cic-l. The forward TALEN targets the DNA sequence 5’ TATGATCTTCAGCAAGCGG 3‘ with RVD sequence NG NI NG NN NI NG HD NG NG HD NI NN HD NI NI NN HD NN NN. The reverse TALEN targets the DNA sequence 5’ GGTTTGGGTGGCGCTGAT 3’ with RVD sequence NN NN NG NG NG NN NN NN NG NN NN HD NN HD NG NN NI NG. TALENs were synthesised in the University of York, Biology Technology Facility.

### RNA-Seq analysis and bioinformatics

A 2100 bioanalyzer instrument (Agilent) was used for RNA quality control, and 9 Illumina next generation sequencing libraries created (water, Cska-Fgf4, and Cic-TALEN injected samples in triplicate). Samples were sequenced on the Illumina HiSeq 2000 platform with a coverage of > 40 million reads per sample. Initial data analysis, including aligning raw reads to the *Xenopus tropicalis* reference genome version 9.1, (https://www.ncbi.nlm.nih.gov/assembly/GCF_000004195.3/) [30] was undertaken in the University of York Technology Facility using Salmon [31]. Differential gene-level expression analysis was undertaken using Sleuth [32] and the counts aggregation method. The reduced model was defined as ‘~batch’, and the full model ‘~batch + treatment’ to mitigate variation accounted for by embryo batch. Both the FGF overexpression and CIC knockdown gene-level RNA-seq data was filtered to remove lowly expressed genes with average transcripts per million (TPM) ≥ 1.5 in either the control or treatment data. Genes which met the criteria of *p*-value ≤0.01 and effect size ≥ 1.75 or ≤ 1/1.75 (0.571) were defined as significantly up-regulated or down-regulated genes, respectively. The Integrative Genomics Viewer (IGV) (https://software.broadinstitute.org/software/igv/) [33] was used to produce figures of RNA-seq data aligned to the *Xenopus tropicalis* genome. FASTQ files and processed read data have been submitted to GEO (series record GSE228699).

Gene ontology analysis was carried out using the PANTHER Classification System (http://pantherdb.org/) [34]. Statistical over-representation for PANTHER GO-slim molecular function and biological process terms was determined using Fisher’s exact test with calculation of false discovery rate (fdr). Enriched GO terms were filtered to fdr ≤0.05 and fold-enrichment ≥ 2.

Venn diagrams of gene overlaps were produced using GeneVenn (http://genevenn.sourceforge.net/) and significance of overlaps was calculated using the gene list overlap tool at http://nemates.org/MA/progs/representation.stats.html. Volcano plots were generated using the ggVolcanoR server at https://ggvolcanor.erc.monash.edu/ [35]. Heatmaps and cluster analysis of temporal expression patterns were produced using https://software.broadinstitute.org/morpheus. Temporal expression levels were derived from the RNA-seq dataset of clutch A ribosome depleted embryos (4 to 23 hours post-fertilisation) in [36]. During hierarchical clustering singleton clusters were removed. Multispecies genomic alignments were produced using mLAGAN (http://lagan.stanford.edu/lagan_web/index.shtml) [37]. Curve parameters were: calculation window = 100 bp, Minimum conservation window = 100 bp and conservation identity cutoff = 70%. Motif scanning was undertaken using FIMO in the MEME suite using p< = 0.001 or p< = 0.0001 significance cutoffs (https://meme-suite.org/meme/tools/fimo) [38].

## Results

### Cic is highly conserved in Xenopus and is expressed in the embryo

Alternative splicing of exons 1 and 2 of *Xenopus cic* gives rise to two transcripts encoding peptides with different amino-termini, Cic-s (1593 amino acids, 169.3 kDa) and Cic-l (2514 amino acid protein (269.5 kDa) (S1A–S1D Fig). Overall the predicted sequence identity of both *Xenopus* proteins to their human CIC orthologues is 49%, however, the HMG box DNA binding domain is identical (S1C and S1D Fig). Other functional domains of CIC are also conserved in *Xenopus*, including the C1 repression domain, C2 Mapk docking domains and a previously identified monopartite nuclear localisation signal (S2C Fig) [39–41].

QPCR and in situ analysis of *Xenopus cic* expression show that there is maternal expression of *cic-l* and this is localised to the animal hemisphere (S2A and S2C Fig). Maternal expression of *cic-s* is low and not detected by in situ hybridization (S2B and S2C Fig). Zygotic expression of both *cic-l* and *cic-s* rises during late gastrula stages (S2A and S2B Fig) and at this stage expression is ubiquitous. Widespread expression of both isoforms continues into neurula stages, although higher levels of *cic-l* and *cic-s* are detected in the developing nervous system (S2C Fig). Low level, non-localised expression of *cic-l* and *cic-s* is maintained through tailbud stages, however, both are expressed at higher levels in the otic vesicle and branchial arches (S2C Fig).

### Activation of Erk signalling reduces Cic protein levels in embryonic cells

In *Drosophila*, activation of Erk signalling by the EGFR receptor tyrosine kinase causes degradation of CIC protein leading to de-repression of target genes (reviewed, [19]). We therefore investigated whether activating Erk signalling reduces levels of Cic protein in *Xenopus* embryonic cells. A Myc-epitope tagged Cic protein expresses efficiently from injected mRNA, and, in keeping with its role as a transcription factor, Cic-myc localises to the nucleus (Fig 1A). In gastrula stage embryos, activated diphospho-Erk (dpErk) is detected in a circumblastoporal ring corresponding to the region of endogenous Fgf signalling in the mesoderm (Fig 1B) [8]. At this stage in normal development dpErk is absent from the animal hemisphere (Fig 1C), however, localised Fgf4 over-expression or a puncture wound results in strong dpErk staining in the animal pole region (Fig 1D and 1E). Western blot analysis shows that activation of Fgf signalling or wounding reduces levels of Cic-myc protein in embryos relative to controls (Fig 1F).

**Fig 1:**
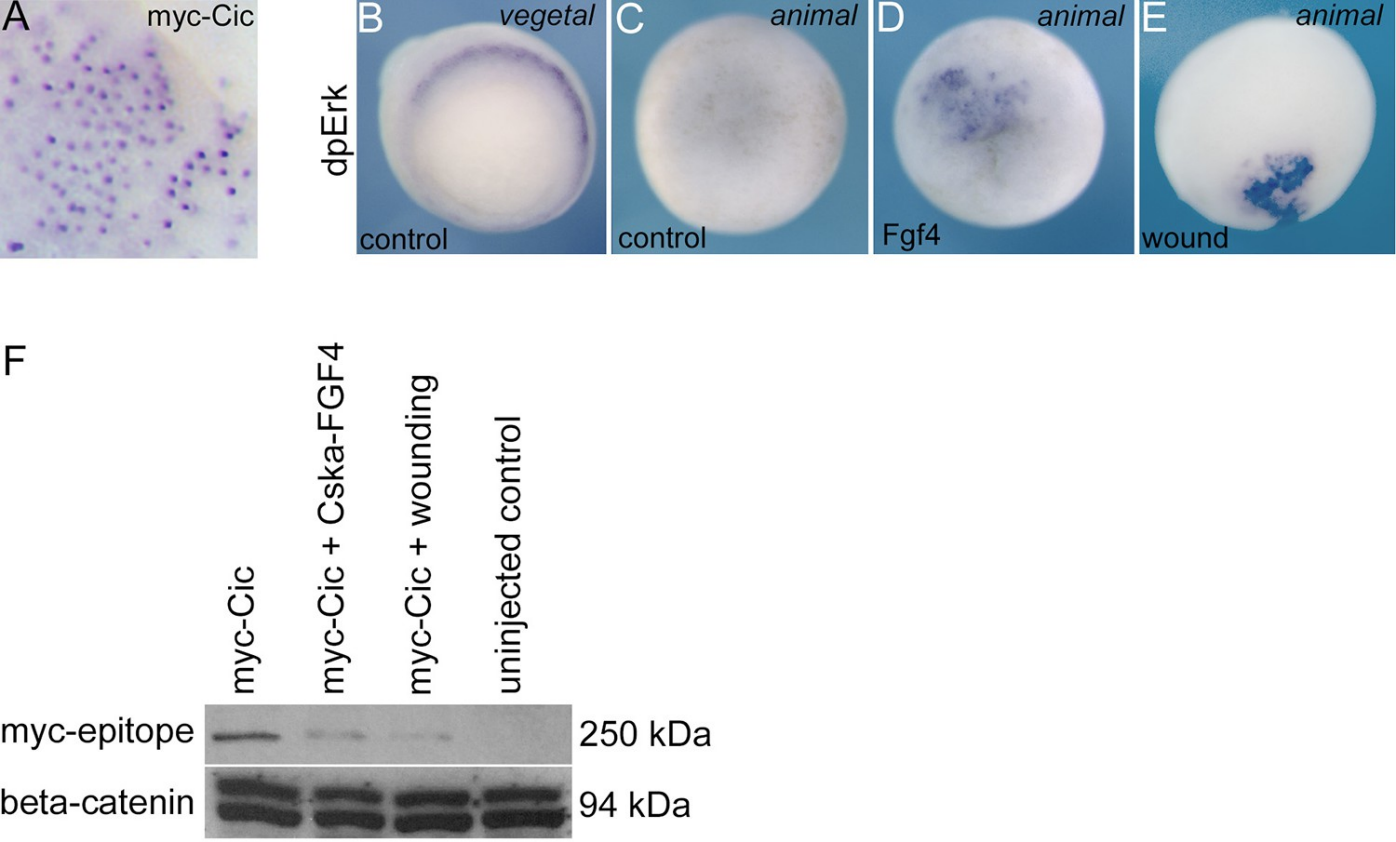
Activation of Erk signalling reduces Cic protein in Xenopus embryonic cells. **A,** Immunohistochemistry showing myc-tagged murine CIC-S expressed from injected synthetic mRNA (500 pg) localises to the nuclei of cells in the animal pole region of a *Xenopus laevis* embryo at gastrula stage 10.5. **B,** vegetal view of immunohistochemistry for activated diphospho Erk (dpErk) showing the staining in the nascent mesoderm around the blastopore in control embryos at gastrula stage 10.5. Staining is restricted to a known region of Fgf signalling. **C,** no dpErk is detected in the animal pole region of control embryos. **D**, localised injection of 10 pg Cska-Fgf plasmid or **E,** needle puncture wounding of the presumptive ectoderm results in ectopic Erk activation in cells of the animal hemisphere. **F,** Western blot showing that Cska-Fgf4 injection or puncture wounding reduces the levels of myc-Cic protein relative to control myc-Cic expressing gastrula stage 10.5 embryos. Embryos were collected 30 minutes after wounding. beta-Catenin is a loading control.

The effects of overexpressing Cic on development were investigated using a gfp-CIC fusion protein, which is readily detected in *Xenopus* embryonic cells by western blot and its fluorescence can be monitored in live embryos (S3A–S3C Fig). As is the case with myc-Cic, gfp-CIC localises to the nucleus (S3D Fig). Overexpression has no obvious effects on embryo development (S3E and S3F Fig).

### Efficient TALEN mediated targeting of the Cic locus

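RNA was sequenced from *Xenopus tropicalis* embryos collected at stage 14, in 9 libraries that form 3 groups of 3. Control embryos were injected with water. Fgf4 overexpressing embryos were injected with 5 pg of a plasmid that carries *fgf4* behind the Cska promoter. Cic knockdown embryos were injected with 1 ng each of the mRNAs of a forward and a reverse TALEN, engineered nucleases that cut DNA when both bind side by side. Poly(A) RNA was made into strand-specific libraries and sequenced on the Illumina platform. The authors quantified the reads with Salmon against the *X. tropicalis* genome, aggregated them by gene in Sleuth and deposited a gene-level transcript abundance (TPM) for each library. The deposited table lists 23633 genes. The values of the control libraries sum to 921975, 973094 and 1162165 for replicates 1, 2 and 3. Those of the Fgf4 libraries sum to 991956, 994659 and 1134490, and those of the Cic knockdown libraries to 871757, 898250 and 1092718. TPM sums to the same total in every library, so these values had been rescaled between libraries, by factors that the paper's text does not name. The paper states how many reads were sequenced per sample, but the values hold no counts and the depth behind each gene's value is unknown. Between 3459 and 4864 genes are listed at 0 in a library, and the 10 highest genes held between 8.58% and 9.83% of a library's total.

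Tests were run on log2(TPM + 0.5), a scale that understates the change of genes with low TPM. Each gene was fitted with limma across all 9 libraries, with condition and replicate number as factors. Replicate number stands for the batch that the paper's Methods model beside treatment. Genes were called at a p of at most 0.01 and a fold change of at least 1.75 or at most 0.571. A mean TPM of at least 1.5 in control or treated embryos was also required. The paper gives the same numbers. It sets 1.75 on its effect size, however, where it may equal a 2.24-fold change, so the limit used here may be laxer. Calls use the unadjusted p, as the paper does. The p values printed for single genes are those of limma after Benjamini-Hochberg adjustment over all genes tested, unless they are named as unadjusted. That left 13437 genes to test for Fgf4 overexpression and 13598 for Cic knockdown. Across genes, the deviations of same-numbered libraries from their group means had a mean correlation of 0.60, so libraries of one replicate number deviated together. The replicate block, the scaling between libraries, the pseudocount, the TPM filter, the variance prior and the distribution behind p are among the choices that could change the numbers. Each fit was also repeated 12 times, leaving out each of the 9 libraries or all 3 libraries of one replicate number in turn.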

Transcriptomic analysis at neurula stage 14 was undertaken to determine the effects from ectopic zygotic Fgf4 expression, driven from injected Cska-Fgf4 plasmid, or knockdown of zygotic Cic function, mediated by expressing a transcription activator-like effector nuclease (TALEN) pair targeting the common HMG box encoding exon of *cic-s* and *cic-l* (Fig 2A and S1 Table). The rationale for targeting the DNA binding domain of Cic is that even in-frame INDELs are likely to disrupt DNA binding.

**Fig 2:**
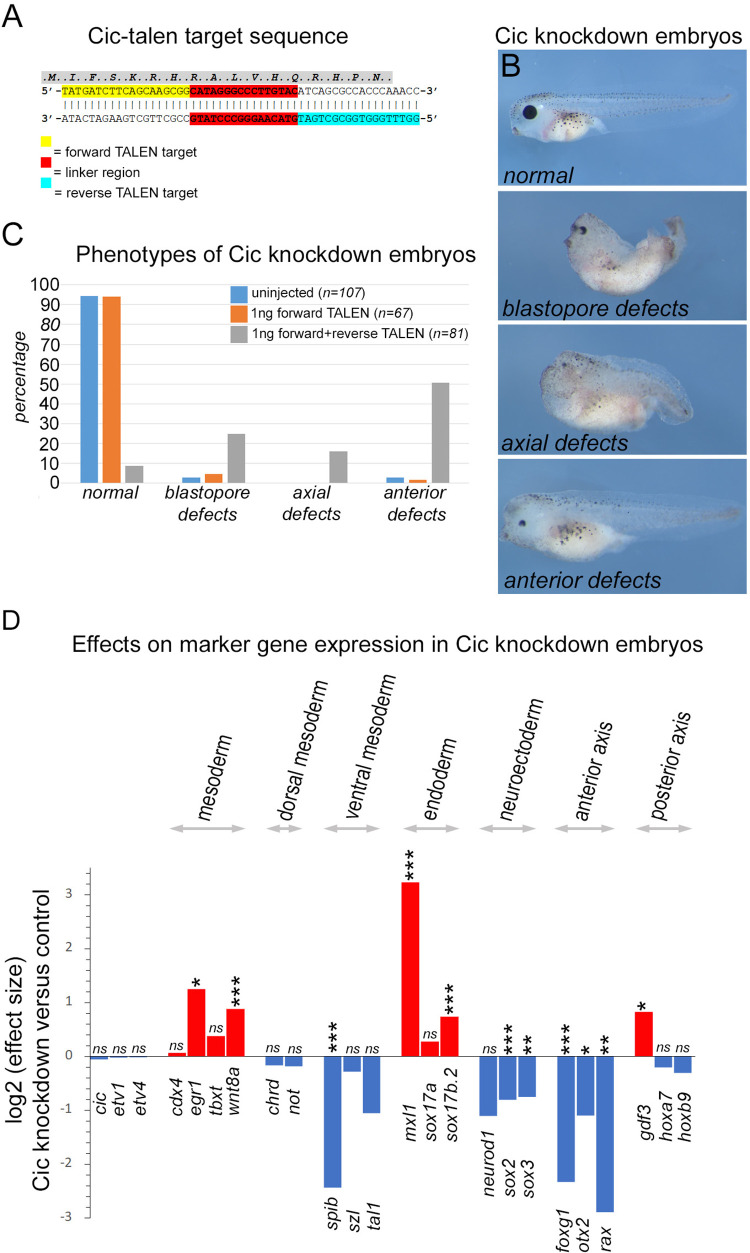
Phenotypic effects of TALEN mediated Cic knockdown. **A,** HMG box sequence in exon 6 of *Xenopus* cic gene targeted for the Cic-TALEN pair. Binding sites of the forward and reverse TALENs are indicated. The linker region between the binding sites is targeted by the reformed bipartite endonuclease of the TALEN pair and subject to error prone non-homologous end joining repair. **B,** Stage 41 larval stage *Xenopus tropicalis* embryos showing phenotypes used to classify the effects of Cic-TALEN injection. ***Anterior defect*s** is mildest effect class characterised by loss of anterior structures, including cement gland and eye structures, while the rest of the axis relatively unaffected. ***Axial defects*** is an intermediate effect class that generally show loss of anterior structures and is accompanied by more general effects on axial elongation. The most severe class with ***blastopore defects*** exhibit varying degrees of blastopore non-closure with resulting failure of axial elongation and reduced anterior development. **C,** Bar chart showing classification of embryo phenotype in control uninjected, forward TALEN only and forward+reverse injected TALEN embryos. n values are combined from three separate experiments. **D**, changes in marker gene expression in embryos injected with the Cic-TALEN pair at neurula stage 14. Log_2_ effect size and p values as determined by Sleuth analysis of RNA-seq data. Red bars indicated increased expression relative to control embryos. * p≤0.05, **p≤0.005 and *** p≤0.0005.

The sequence of PCR products amplified from the targeted exon in genomic DNA from individual F0 Cic-TALEN embryos matches wild-type sequence up to and including the forward TALEN target. However, downstream of this point sequence identity falls off, reflecting sequence heterogeneity arising from multiple different INDELs in F0 Cic-TALEN embryos (S4A Fig). Cloning of amplicon DNA and sequencing of single clones demonstrates the presence of a variety of INDELs, reflecting multiple independent TALEN targeting events in individual embryos (S4B Fig). RNA-seq data indicate *Cic* expression levels are very similar in control and Cic-TALEN embryos, (mean Transcripts Per Million (TPM) of 14.1 and 13.4, respectively, S1 Table). 

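*cic* stood at 14.0 ± 0.677 TPM (SD, n = 3) in control embryos and 13.4 ± 1.46 TPM (SD, n = 3) in Cic knockdown embryos. The control libraries lay between 13.4 and 14.7 TPM and the Cic knockdown libraries between 11.8 and 14.7 TPM, so the groups overlapped. In Fgf4 overexpressing embryos *cic* was at 15.6 ± 0.633 TPM (SD, n = 3). The log2 fold change of Cic knockdown against control was -0.07 with a standard error of 0.15 (limma adjusted p = 0.835 with the replicate block and 1.00 without it). A difference of this size was not detectable between the groups. Leaving out replicate 3 moved the Cic knockdown mean most, to 14.2 TPM, and leaving out that Cic knockdown library alone took the log2 fold change to 0.0029.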

Mapping of individual sequencing reads to wild-type *Cic* sequence shows frequent mismatches in Cic-TALEN embryos, and a corresponding reduction of sequence coverage in the spacer region between the binding sites for the forward and reverse TALENs. We conclude that injection of the Cic-TALEN pair results in efficient, mosaic targeting of the Cic HMG box (S4C Fig).

### Axial defects in Cic knockdown embryos

In contrast to Cic overexpression that have no apparent phenotype, developmental defects are increased in embryos injected with the forward and reverse Cic-TALEN pair when compared to uninjected control embryos and embryos injected with only the forward Cic-TALEN (Fig 2B and 2C). A common feature of the Cic-knockdown phenotype is the loss of anterior structures, including loss of the pigmented retina, which is sometimes accompanied by defects in axial extension and blastopore closure in more severely affected embryos. A similar range of phenotypes, including loss of anterior structures and failure to gastrulate, has been reported to result from Cska-Fgf4 overexpression [3]. It is worthwhile noting that failure to gastrulate also characterises the phenotype of *Xenopus* embryos where Fgf signalling is blocked. In this case aberrant morphogenesis results from loss of mesodermal gene expression [1, 3], whereas in Cska-Fgf4 embryos this likely results from ectopic mesodermal gene expression [3, 20].

Examination of a range of regional and tissue specific markers further characterises the Cic knockdown phenotype (Fig 2D and S1 Table). 

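The plot of log2 ratios shows 22 marker genes of Fig. 2D in each pair of Cic knockdown and control libraries. By the limits on p and fold change, 3 of the 22 were up-regulated and 5 down-regulated in Cic knockdown embryos. Without the replicate block the numbers were 3 and 4. Of the 22 genes, 12 had a p under 0.05, and 9 had a Benjamini-Hochberg adjusted p of at most 0.05 when the adjustment was made over these 22 genes alone. None did when it was made over all genes tested. Among the neural markers, *sox2* went from 214 ± 29.9 TPM (SD, n = 3) in control embryos to 102 ± 38.6 TPM (SD, n = 3) in Cic knockdown embryos. Its log2 fold change was -1.13 with a standard error of 0.18 (limma adjusted p = 0.0738, and 0.285 without the block). The value moved most when an oocyte and maternal score, each library's median log2 deviation over a list of such genes, was added to the fit as a covariate, to -0.88. That alternative was chosen after seeing the data. The score is nearly aligned with Cic knockdown, so the covariate fit cannot divide a change between both, for this gene or those below. *sox3* was at 335 ± 66.7 TPM (SD, n = 3) in control and 163 ± 48.5 TPM (SD, n = 3) in knockdown embryos. It changed by -1.06 on the log2 scale (standard error 0.30, adjusted p = 0.156, and 0.355 without the block), passed the limits in both fits and was called in 5 of the 12 fits that left out libraries. *neurod1* and *tal1* were lower in all 3 pairs but were not called, with log2 fold changes of -1.23 (adjusted p = 0.276, and an unadjusted p of 0.0801 without the block) and -1.37 (adjusted p = 0.240, 0.741 without the block). *sox17a* was higher by 0.40 on the log2 scale (adjusted p = 0.296, 1.00 without the block). For the dorsal markers *chrd* and *not* and the ventral marker *szl* the log2 fold changes were -0.22 (adjusted p = 0.825, 1.00 without the block), -0.25 (adjusted p = 0.668, 1.00 without the block) and -0.37 (adjusted p = 0.628, 1.00 without the block), and the 3 replicate pairs differed in sign for *chrd*, *not* and *szl*.

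**Figure D1:**
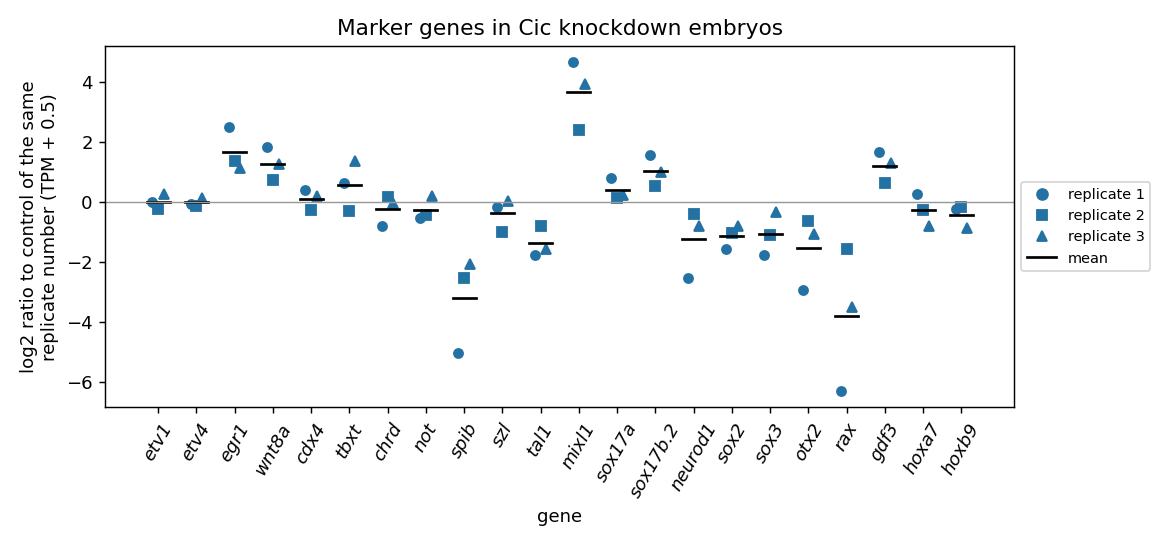
Log2 ratio of each Cic knockdown library to the control library of the same replicate number, computed on TPM + 0.5 (y axis), for 22 marker genes (x axis). Circles, squares and triangles are replicates 1, 2 and 3, and the black line is their mean, which is -1.13 for sox2 and 0.40 for sox17a.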

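Transcripts of *etv1* were at 191 ± 83.2 TPM (SD, n = 3) in control embryos and 184 ± 56.4 TPM (SD, n = 3) in Cic knockdown embryos. Those of *etv4* were at 9.91 ± 1.39 TPM (SD, n = 3) and 9.97 ± 2.36 TPM (SD, n = 3). The log2 fold change of *etv1* was 0.01 with a standard error of 0.21 (limma adjusted p = 0.985, and 1.00 without the replicate block). For *etv4* it was -0.01 with a standard error of 0.16 (adjusted p = 0.987, and 1.00 without the block). Both changes are far smaller than their standard errors, and their signs are not fixed by the data. With median-of-ratios scaling of the libraries *etv1* stood at -0.05. Over the fits that left out libraries, *etv1* ranged from -0.17 to 0.16 and *etv4* from -0.10 to 0.05.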

Interestingly, the levels *etv1* and *etv4* transcripts, which have previously been shown to be targets of Cic in mammals, are not significantly affected by Cic knockdown [18]. 

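*wnt8a* rose in Cic knockdown embryos, from 67.9 ± 23.9 TPM (SD, n = 3) to 163 ± 44.3 TPM (SD, n = 3), a log2 fold change of 1.29 with a standard error of 0.28 (limma adjusted p = 0.0996, and 0.282 without the replicate block). *egr1* was at 2.96 ± 0.898 TPM (SD, n = 3) in control and 10.4 ± 2.71 TPM (SD, n = 3) in knockdown embryos. Its log2 fold change of 1.67 (standard error 0.53) had an unadjusted p of 0.0159, and 0.0179 without the block (adjusted p = 0.195 and 0.470). *egr1* was higher in all 3 replicate pairs and did not meet the limit on p. A fit of the control and knockdown libraries alone, or a p from the normal distribution, did call it. *mixl1* was near the floor in control embryos, at 0.734 ± 0.562 TPM (SD, n = 3), and at 14.7 ± 5.54 TPM (SD, n = 3) after knockdown. The log2 fold change of *mixl1* was 3.67 with a standard error of 0.77 (adjusted p = 0.0941, and 0.194 without the block). It fell to -0.19 when the oocyte and maternal score was a covariate, a setting chosen after seeing the data. As that score nearly follows Cic knockdown, the fall does not show that the change is due to maternal RNA. The *sox17b* gene listed as *sox17b.2* rose from 23.1 ± 7.19 to 46.6 ± 2.05 TPM (SD, n = 3 each), by 1.05 on the log2 scale with a standard error of 0.21 (adjusted p = 0.0878, and 0.309 without the block). The other listed copy, *sox17b.1*, went from a mean of 61.4 to 94.8 TPM, a log2 fold change of 0.64 (adjusted p = 0.180, and 0.742 without the block), and was not called. Reads could have been split between both copies, so their separate levels are uncertain. *cdx4* was at 292 ± 77.8 TPM (SD, n = 3) in control and 311 ± 10.7 TPM (SD, n = 3) in knockdown embryos, a log2 fold change of 0.12 (standard error 0.22, adjusted p = 0.804, and 1.00 without the block) whose sign changed in 3 of the fits that left out libraries. *tbxt* was at 53.5 ± 20.5 TPM (SD, n = 3) and 78.8 ± 25.6 TPM (SD, n = 3). Its log2 fold change was 0.57 with a standard error of 0.48 (adjusted p = 0.562, and 1.00 without the block), the replicate pairs gave 0.64, -0.30 and 1.37, and the covariate fit gave -0.25.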

Expression of the mesodermal markers *egr1* and *wnt8a* are significantly upregulated, as are the endodermal markers *mix1l* and *sox17b* [2, 42–44], whereas expression of the mesodermal markers, *cdx4* and *tbxt* [20], are not significantly up-regulated. 

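In Cic knockdown embryos *rax* fell from 55.8 ± 21.4 TPM (SD, n = 3) to 5.70 ± 6.28 TPM (SD, n = 3), by 3.79 on the log2 scale (standard error 0.98, limma adjusted p = 0.136, and 0.227 without the replicate block). With the oocyte and maternal score as a covariate, chosen after seeing the data, *rax* stood at 0.38. That score is nearly aligned with Cic knockdown, so this fit cannot tell their effects on *rax* apart. *otx2* went from 75.7 ± 9.40 TPM (SD, n = 3) to 30.0 ± 17.1 TPM (SD, n = 3). The log2 fold change of *otx2* was -1.54 with a standard error of 0.41 (adjusted p = 0.142), and without the block its unadjusted p of 0.0189 (adjusted p = 0.477) no longer met the limit. Both genes were lower in each of the 3 replicate pairs. The smallest drop was in replicate 2 each time, with log2 ratios of -1.58 for *rax* and -0.62 for *otx2*.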

In keeping with the observed reduction in anterior neural development, there are significant reductions in expression of the anterior markers *foxg1*, *otx2* and *rax* [45–47]. 

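*gdf3* stood at 35.4 ± 13.4 TPM (SD, n = 3) in control embryos and 79.4 ± 20.4 TPM (SD, n = 3) in Cic knockdown embryos. It was higher in all 3 replicate pairs, with a log2 fold change of 1.21 and a standard error of 0.44 (limma adjusted p = 0.236, and 0.477 without the replicate block). That met the fold-change limit and not the limit on p. *hoxa7* was at 61.9 ± 30.3 TPM (SD, n = 3) in control and 49.2 ± 11.1 TPM (SD, n = 3) in knockdown embryos, and *hoxb9* at 54.8 ± 30.9 TPM (SD, n = 3) and 38.3 ± 12.7 TPM (SD, n = 3). The log2 fold changes were -0.25 for *hoxa7* (standard error 0.36, adjusted p = 0.747, and 1.00 without the block) and -0.41 for *hoxb9* (standard error 0.30, adjusted p = 0.510, and 1.00 without the block). *hoxb9* was lower in all 3 replicate pairs (-0.22, -0.15 and -0.86) and was not called. Both changed sign with the oocyte and maternal score as a covariate, a setting chosen after seeing the data, to 1.33 for *hoxa7* and 0.98 for *hoxb9*. Since the score is nearly aligned with Cic knockdown, these values cannot be assigned to either.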

The posterior marker gene *gdf3* (*derriere*) is increased but there are no significant effects on expression of the posterior markers *hoxa7* and *hoxb9* [20, 48]. 

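Transcripts of *spib* fell from 30.4 ± 12.4 TPM (SD, n = 3) in control embryos to 3.39 ± 2.73 TPM (SD, n = 3) in Cic knockdown embryos. The log2 fold change was -3.20 with a standard error of 0.55 (limma adjusted p = 0.0765, and 0.148 without the replicate block). In the replicate pairs it was -5.03, -2.52 and -2.05, and *spib* was called in each of the 12 fits that left out libraries. Fgf4 overexpressing embryos had 2.09 ± 1.84 TPM of *spib* (SD, n = 3), a log2 fold change of -3.73 with a standard error of 0.55 (adjusted p = 0.264, and 0.836 without the block).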

The expression of *spib*, which is a marker of myeloid lineage development in the ventral mesoderm, is greatly down-regulated by Cic knockdown [49].

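By the limits on p, fold change and TPM, 645 genes were called in Cic knockdown embryos, and 371 without the replicate block. Replacing the limit on p by a Benjamini-Hochberg adjusted p of at most 0.05 over all genes tested moved this count most, to 0. The lowest adjusted p was 0.0712, while 2335 genes had an unadjusted p under 0.05 against 680 that chance alone would give. Without the block, 6 genes had an adjusted p of at most 0.05. With the block, 276 genes did without Cic knockdown library 2, 168 without Fgf4 library 2 and 45 without replicate 2. None did in the other fits that left out libraries. The gene ontology terms of the 645 called genes were not analysed here.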

PANTHER gene ontology analysis of genes significantly affected by Cic knockdown (p≤0.01 and effect size +/- 1.75, S1 Table) reveals enrichment of molecular function terms associated with growth factor binding and DNA binding/transcriptional regulation (S2 Table). Biological process terms associated with signalling, gene transcription and neural/head development are also enriched (S3 Table).

### Fgf4 overexpression and Cic knockdown have similar effects on gene expression

A prediction of our hypothesis is that Fgf overexpression and Cic knockdown will have overlapping effects on gene expression. The scatterplot in Fig 3A supports this hypothesis and indicates that the genes significantly changing in Fgf4 overexpressing embryos show largely congruent up and down changes in Cic knockdown embryos.

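Of the 344 genes called in Fgf4 overexpressing embryos, 329 changed in the same direction in Cic knockdown embryos, which is 95.6% (95% Wilson interval 92.9% to 97.3%). Among the genes called up, 182 were higher in Cic knockdown embryos, and among those called down, 147 were lower. Without the replicate block, 115 of 121 called genes moved the same way. Across the 344 genes the log2 fold changes of both comparisons had a correlation of 0.83. Genes are not independent replicates, and both comparisons use the same 3 control libraries, so neither value carries a p. Of 100 relabelings of the libraries within replicate numbers, the real one included, 38 gave a share as high, though the others called a median of 16 genes and most that gave a high share mix conditions within a treated group. Leaving out replicate 3 moved the share most, to 81.3%. No gene was called up in one condition and down in the other. The paper predicts from its hypothesis that the effects of both treatments on gene expression overlap, and it takes the congruence of these changes as what its hypothesis predicts.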

**Fig 3:**
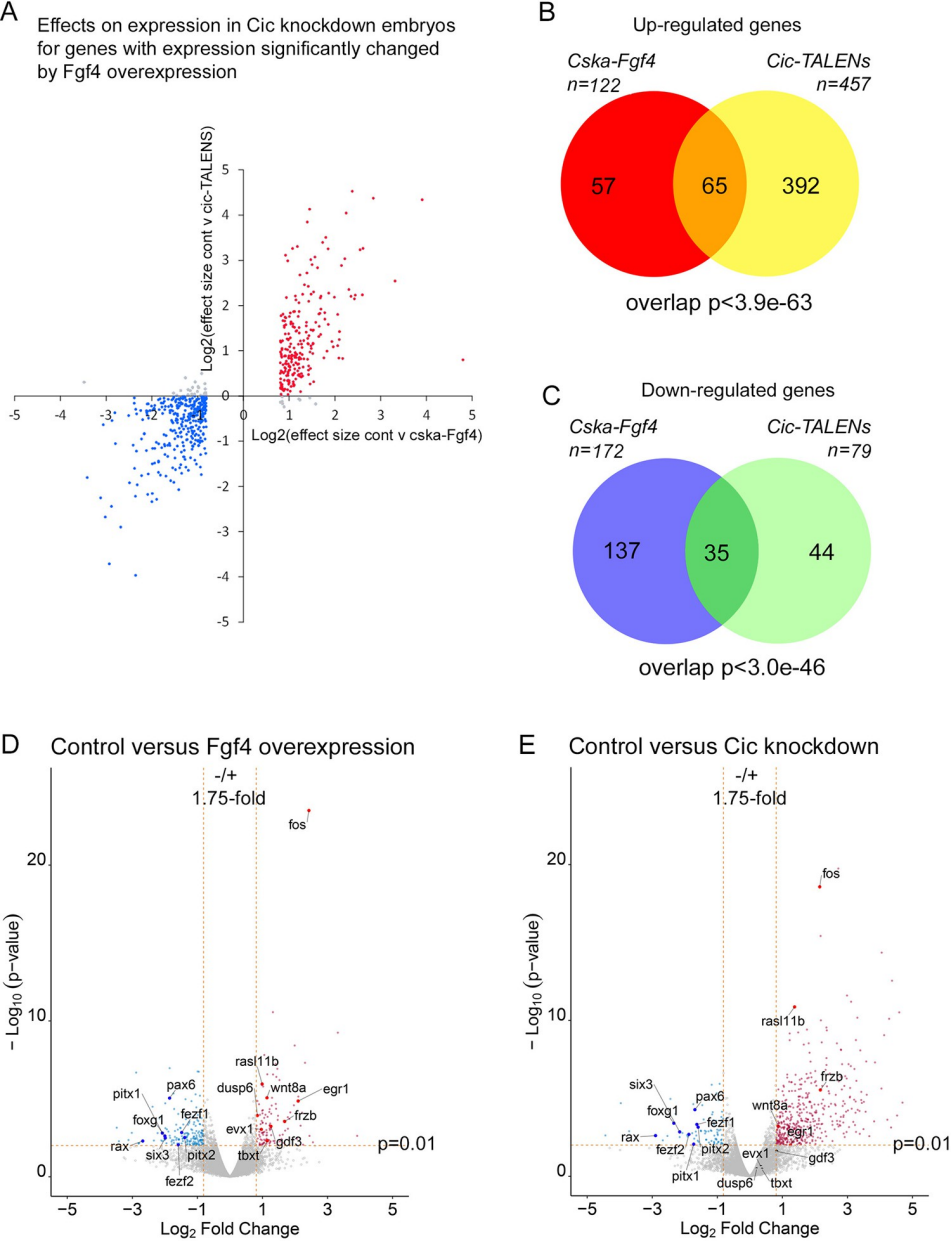
Gene expression changes resulting from Fgf4 overexpression and Cic knockdown at early neurula stage 14. **A**, Scatterplot of changes in gene expression (log_2_ effect size) at early neurula stage 14 following injection of 1 ng each of forward and reverse Cic-TALENs versus log_2_ effect size in genes significantly changing in embryos injected with of 5 pg Cska-Fgf4 plasmid (p≤ 0.01, effect size ≥1.75 or ≤0.571). Red and blue dots, respectively, indicate congruent up and down regulation. **B** and **C**, Venn diagrams of genes in *Xenopus tropicalis* embryos at early neurula stage 14 significantly up-regulated (p≤0.01, effect size ≥1.75) or down-regulated (p≤0.01, effect size ≤0.571) in Fgf4 overexpressing (Cska-Fgf4 injected) or Cic knockdown (Cic-TALEN injected) embryos, p-values of overlaps are indicated. **D** and **E**, Volcano plots of gene expression in control water injected embryos versus Fgf4 overexpressing embryos and control versus Cic knockdown embryos. Significantly up-regulated genes are indicated in red and down-regulated genes in blue. Grey points indicate genes below the significance thresholds.

### Genes involved in the Fgf/Mapk pathway are up-regulated by Fgf4 overexpression and Cic knockdown

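Fgf4 overexpression raised 188 genes past the limits on p, fold change and TPM, and Cic knockdown raised 543. With a 2.24-fold limit, which may match the paper's and was chosen after seeing the data, 120 and 424 genes were called, 51 of them in both. All 188 and all 543 were higher in each of their 3 replicate pairs. Selection by p in a fit of these same pairs favours genes with the same sign in each, so this is no measure of stability. The replicate block matters for these counts, because the first principal component of the 9 libraries held 42.3% of the variance and replicate number accounted for 0.958 of it (R squared), against 0.0086 for condition. Without the block 59 and 323 genes were called, of which 58 and 315 were also called with it. Both sets shared 81 genes where 5.79 would be shared by chance among the 13202 genes that could have passed in both comparisons, a 14.0-fold excess (one-sided Fisher's exact test, p = 6.72e-74). Without the block 28 genes were shared (Fisher's exact test, p = 1.27e-34). The same control libraries enter both comparisons, so the genes are not independent draws as this test takes them to be. All 81 shared genes were higher in all 6 ratios of a treated library to its control, which their selection on the same libraries favours. At a Benjamini-Hochberg adjusted p of at most 0.05 over all genes tested, 0 genes passed for Fgf4 overexpression, with a lowest adjusted p of 0.0711. For comparison, 1784 genes had an unadjusted p under 0.05, where chance would give 672. The absence of genes at an adjusted p of at most 0.05 depends on the libraries included. Without Fgf4 library 3, 390 genes passed with Fgf4, without replicate 3 there were 5, and without control library 3 there was 1. None passed in the other fits that left out libraries.

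The injected gene itself, *fgf4*, was at 1692, 168 and 95.4 TPM in Fgf4 libraries 1, 2 and 3 and at most 4.07 TPM in control libraries. The log2 fold change of *fgf4* was 6.69 with a standard error of 0.73 (limma adjusted p = 0.195, and 0.328 without the block). By p, the highest genes with a symbol after *fos* and *fgf4* were *arrdc2*, *uckl1* and *sgk1*, with log2 fold changes of 1.81 (standard error 0.21, adjusted p = 0.195, and 0.521 without the block), 1.31 (standard error 0.17, adjusted p = 0.264, and 1.00) and 2.03 (standard error 0.28, adjusted p = 0.264, and 0.776). In Cic knockdown embryos those after *fos* were *zfp36l2.1*, *zfp36l2.2*, *rgl2* and *tnfrsf10b*. *zfp36l2.1* rose from 0.239 ± 0.0460 to 17.6 ± 7.23 TPM (SD, n = 3 each) and *zfp36l2.2* from 0.426 ± 0.238 to 31.7 ± 11.3 TPM (SD, n = 3 each). Their log2 fold changes were 4.53 (standard error 0.45, adjusted p = 0.0712, and 0.0409 without the block) and 5.09 (standard error 0.55, adjusted p = 0.0712, and 0.0438). Both are listed beside *zfp36l2* as copies of that gene, between which reads could have been split, so their separate levels are uncertain. *zfp36l2* itself was not called, at a log2 fold change of -0.09 (adjusted p = 0.858, and 1.00 without the block). *tnfrsf10b* rose by 2.94 on the log2 scale (standard error 0.33, adjusted p = 0.0712, and 0.0972 without the block).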

Using the stated selection criteria, 122 genes are significantly up-regulated by Fgf4 overexpression and 457 by Cic knockdown (S1 Table; Fig 3A, 3B, 3D and 3E), with a highly significant (p<3.9e-63) overlap of 65 genes up-regulated in both conditions (Fig 3B, S4 Table).

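With the replicate block, *fos* had the smallest p of all genes tested in both comparisons, and without it *zfp36l2.1* had a smaller one with Cic knockdown. *fos* stood at 3.61 ± 1.55 TPM (SD, n = 3) in control embryos, 39.4 ± 8.57 TPM (SD, n = 3) in Fgf4 overexpressing embryos and 29.9 ± 3.75 TPM (SD, n = 3) in Cic knockdown embryos. The log2 fold changes of *fos* were 3.33 with Fgf4 (standard error 0.28, limma adjusted p = 0.0711, and 0.0293 without the replicate block) and 2.95 with Cic knockdown (standard error 0.28, adjusted p = 0.0712, and 0.0409 without the block). By fold change *fos* ranked 3 among the 188 up-regulated genes with Fgf4, after *fgf4* and LOC100493036, a gene of the S4 Table, and 57 among 543 with Cic knockdown. *frzb* went from 12.7 ± 5.56 TPM (SD, n = 3) to 78.0 ± 46.8 TPM with Fgf4 and 122 ± 75.0 TPM with Cic knockdown (SD, n = 3 each). Its log2 fold changes were 2.40 (adjusted p = 0.287, and 1.00 without the block) and 3.11 (adjusted p = 0.0738, and 0.148 without the block). *adamts1* was at 8.30 ± 3.38, 32.5 ± 26.3 and 36.0 ± 6.03 TPM (SD, n = 3 each) in control, Fgf4 and Cic knockdown embryos. It was called in both conditions with the block, with log2 fold changes of 1.71 (adjusted p = 0.288) and 2.13 (adjusted p = 0.0829). Without the block *adamts1* was called with Cic knockdown only, with adjusted p values of 1.00 for Fgf4 and 0.212 for Cic knockdown. *wnt8a* and *egr1* rose with Fgf4 to 211 ± 67.7 TPM and 31.3 ± 30.1 TPM (SD, n = 3 each), by 1.65 (adjusted p = 0.269, and 0.943 without the block) and 2.82 (adjusted p = 0.287, and 0.869 without the block) on the log2 scale. *egr1* was called with Fgf4 only.

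*dusp6*, *evx1*, *gdf3* and *tbxt* were called with Fgf4 and not with Cic knockdown. *dusp6* was at 71.3 ± 11.4, 184 ± 110 and 89.5 ± 5.41 TPM (SD, n = 3 each), with log2 fold changes of 1.21 with Fgf4 (adjusted p = 0.287, and 1.00 without the block, where the call was lost) and 0.34 with Cic knockdown (adjusted p = 0.544, and 1.00 without the block). *evx1* was at 27.0 ± 6.39, 73.0 ± 26.4 and 39.4 ± 11.7 TPM (SD, n = 3 each), with log2 fold changes of 1.39 (adjusted p = 0.300, and 1.00 without the block) and 0.52 (adjusted p = 0.463, and 1.00 without the block). With Fgf4, *gdf3* was at 129 ± 65.2 TPM (SD, n = 3) and rose by 1.82 on the log2 scale (adjusted p = 0.290, and 0.968 without the block). *tbxt* was at 184 ± 100.4 TPM (SD, n = 3) with Fgf4. Its log2 fold change of 1.65 (adjusted p = 0.302, and 1.00 without the block) passed the limit on the unadjusted p narrowly, and the call held in 4 of the 12 fits that left out libraries. The difference between both treatments was not tested for these genes.

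**Figure D2:**
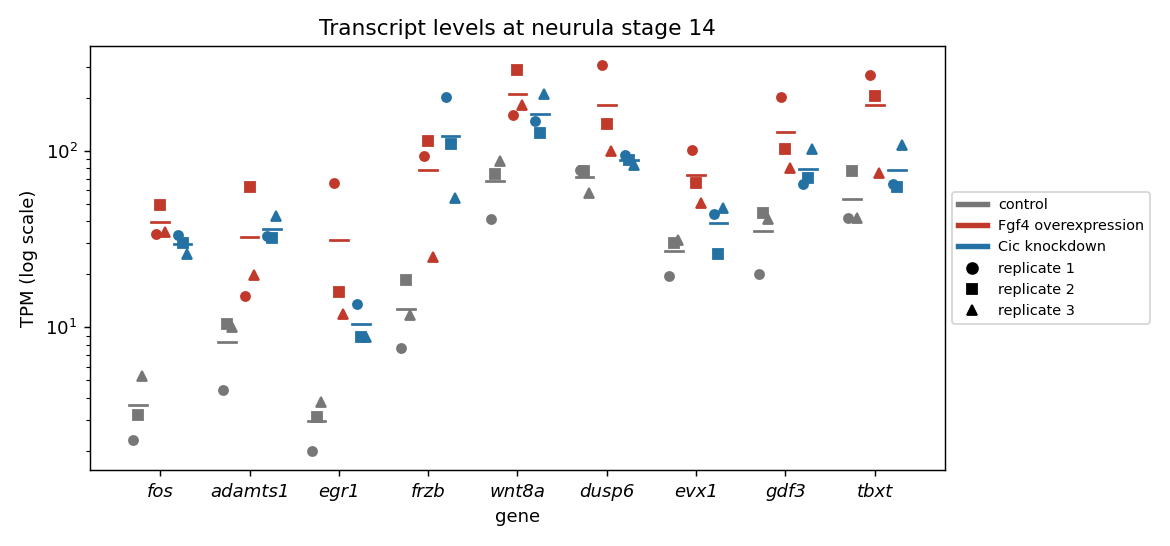
Transcript levels (y axis, TPM on a log scale) of 9 genes (x axis) in control (grey), Fgf4 overexpression (red) and Cic knockdown (blue) embryos at stage 14. Circles, squares and triangles are replicates 1, 2 and 3 and the short lines are group means, which for fos are 3.61, 39.4 and 29.9 TPM.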

The overlap gene cohort contains several previously identified targets of Fgf regulation, including *adamts1*, *egr1*, *frzb* and *wnt8* (S5 Table and references therein), while other known targets such as *dusp6*, *evx1*, *gdf3* and *tbxt* are significantly up-regulated by Fgf overexpression, but not by Cic knockdown (Fig 3D and 3E). *fos* is the gene most dramatically up-regulated by Fgf4 overexpression (effect size 5.4) and Cic knockdown (effect size 4.4). QPCR was used to confirm that *fos* is up-regulated by Fgf4 and Cic knockdown (S5A Fig) and the well-established Fgf target gene *tbxt* is up-regulated by Fgf4 overexpression, but not by Cic knockdown (S5B Fig). 

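Of the 188 genes up-regulated with Fgf4, 107 were not called up with Cic knockdown. Of the 543 up-regulated with Cic knockdown, 462 were not called up with Fgf4. A gene called in one comparison and not in the other is not shown to differ between the treatments, since that difference was not tested here.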

We conclude that Cic is involved in the regulation of a subset of Fgf target genes.

### Genes involved in anterior development are down-regulated by Fgf4 overexpression and Cic knockdown

172 genes are down-regulated by Fgf4 overexpression and 79 by Cic knockdown embryos (S1 Table; Fig 3C, 3D and 3E). 

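In the deposited values, 156 genes were called down with Fgf4 overexpression and 102 with Cic knockdown. With the 2.24-fold limit chosen after seeing the data, 107 and 66 genes were called down, 23 of them in both. Without the replicate block the counts were 62 and 48, and 56 and 45 of these genes were also called with it. Of the genes called down, all 156 were lower in each of the 3 Fgf4 pairs and 101 of 102 in each of the 3 Cic knockdown pairs. As for the genes called up, selection by p favours this. The split of the Fgf4 calls depends on how the libraries are scaled. As deposited, 54.7% of the genes called with Fgf4 were up-regulated. With median-of-ratios scaling, 177 genes were called up and 249 down, a share of 41.5% up.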

The observation that many more genes are up-regulated than down-regulated in Cic knockdown embryos is expected from inhibition of a transcriptional repressor (457 versus 79) (Fig 3B, 3C and 3E). 

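In Cic knockdown embryos 84.2% of the called genes were up-regulated, 5.32 times as many as were down-regulated. Without the replicate block the share was 87.1%. Quantile normalization of the libraries gave 470 genes up and 194 down, a share of 70.8% up, and median-of-ratios scaling 515 up and 166 down, or 75.6%. More genes rose than fell under each of these scalings.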

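Fgf4 overexpression and Cic knockdown lowered 36 genes in common, where 1.21 would be shared by chance, a 29.9-fold excess (one-sided Fisher's exact test, p = 1.40e-44). In the fit without the replicate block 16 genes were shared (Fisher's exact test, p = 1.38e-26). All 36 were lower in all 6 ratios of a treated library to its control, which again their selection favours. Of the other genes called down, 120 were called with Fgf4 only and 66 with Cic knockdown only.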

Never-the-less, the overlap of 35 genes down-regulated in both conditions is significant (p<3.0e-46)(S6 Table). 

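*fezf1*, *fezf2*, *pax6*, *rax* and *six3* were called down in both conditions. *pax6* was at 82.1 ± 14.9 TPM (SD, n = 3) in control embryos, 16.8 ± 14.9 TPM (SD, n = 3) with Fgf4 and 16.1 ± 6.53 TPM (SD, n = 3) with Cic knockdown. Its log2 fold changes were -2.58 (standard error 0.52, limma adjusted p = 0.287, and 0.869 without the replicate block) and -2.38 (adjusted p = 0.0993, and 0.178 without the block). *six3* went from 32.9 ± 10.8 to 7.01 ± 7.91 and 6.64 ± 5.31 TPM (SD, n = 3 each), with log2 fold changes of -2.67 (adjusted p = 0.288) and -2.76 (adjusted p = 0.103). *fezf2* went from 12.2 ± 5.62 to 4.23 ± 5.38 and 3.15 ± 2.74 TPM (SD, n = 3 each), with log2 fold changes of -1.97 (adjusted p = 0.300) and -2.17 (adjusted p = 0.121). Without the block neither gene was called in either condition. The adjusted p values were then 1.00 and 0.483 for *six3* and 1.00 and 0.685 for *fezf2*. *fezf1* fell from 8.56 ± 3.99 to 2.24 ± 1.87 and 1.68 ± 0.769 TPM (SD, n = 3 each), by 1.83 (adjusted p = 0.300, and 1.00 without the block) and 2.02 (adjusted p = 0.134, and 0.251 without the block) on the log2 scale. With Fgf4, *rax* was at 5.94 ± 6.62 TPM (SD, n = 3), with a log2 fold change of -3.61 (adjusted p = 0.300, and 1.00 without the block). Each of these genes was lower in all 6 ratios of a treated library to its control. How far the calls depend on the libraries included differed between these genes. Of the 12 fits that left out libraries, *fezf1* was called with Fgf4 in 3, *rax* in 4 and *fezf2* in 5. *pax6* and *six3* were called with Fgf4 in 10 each. With Cic knockdown *rax* was called in 5, *fezf1* and *fezf2* in 6 each, *pax6* in 8 and *six3* in 10.

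**Figure D3:**
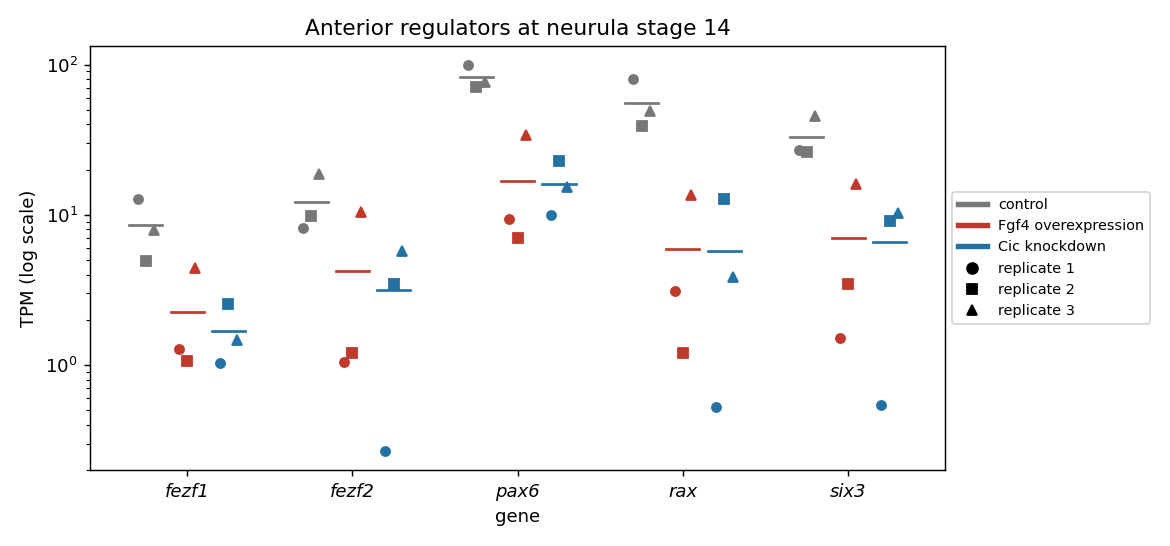
Transcript levels (y axis, TPM on a log scale) of 5 genes (x axis) in control (grey), Fgf4 overexpression (red) and Cic knockdown (blue) embryos at stage 14. Circles, squares and triangles are replicates 1, 2 and 3 and the short lines are group means, which for pax6 are 82.1, 16.8 and 16.1 TPM.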

Many of the genes in the down-regulated cohort are known regulators of anterior axial development, including those for the Fezf1, Fezf2, Foxg1, Pax6, Rax and Six3 transcription factors (S7 Table and references therein).

### Fos and rasl11b are targets of transcriptional regulation by the Fgf/Erk pathway during gastrulation

In order to validate the cohort of genes up-regulated by Fgf4 overexpression and Cic knockdown as candidate targets of the putative Fgf/Erk/Cic pathway the regulation of two genes, *fos* and *rasl11b* were selected for further investigation. *Fos* is of considerable interest with regard to Fgf signalling because the Fos protein is a component of the AP-1 transcription factor, a known mediator of gene expression downstream of Fgf signalling in *Xenopus* [9]. While the AP-1 transcription factor is regulated by Erk kinase activity, this is the first report that Fgf regulates *fos* transcription during early *Xenopus* development. *Rasl11b* was selected because it encodes a divergent member of the ras family and, as such, *rasl11b* is a candidate component of a Fgf/Erk feedback pathway.

Cluster analysis of the temporal expression patterns of genes up-regulated by Fgf4 overexpression and Cic knockdown shows that *fos* and *rasl11b* both occupy cluster ii, where both are expressed most strongly during late blastula stages (Fig 4A). This differs from the expression of the known Fgf targets *frzb* and *wnt8a* [2], which are most highly expressed during gastrula stages (cluster i, Fig 4A).

**Fig 4:**
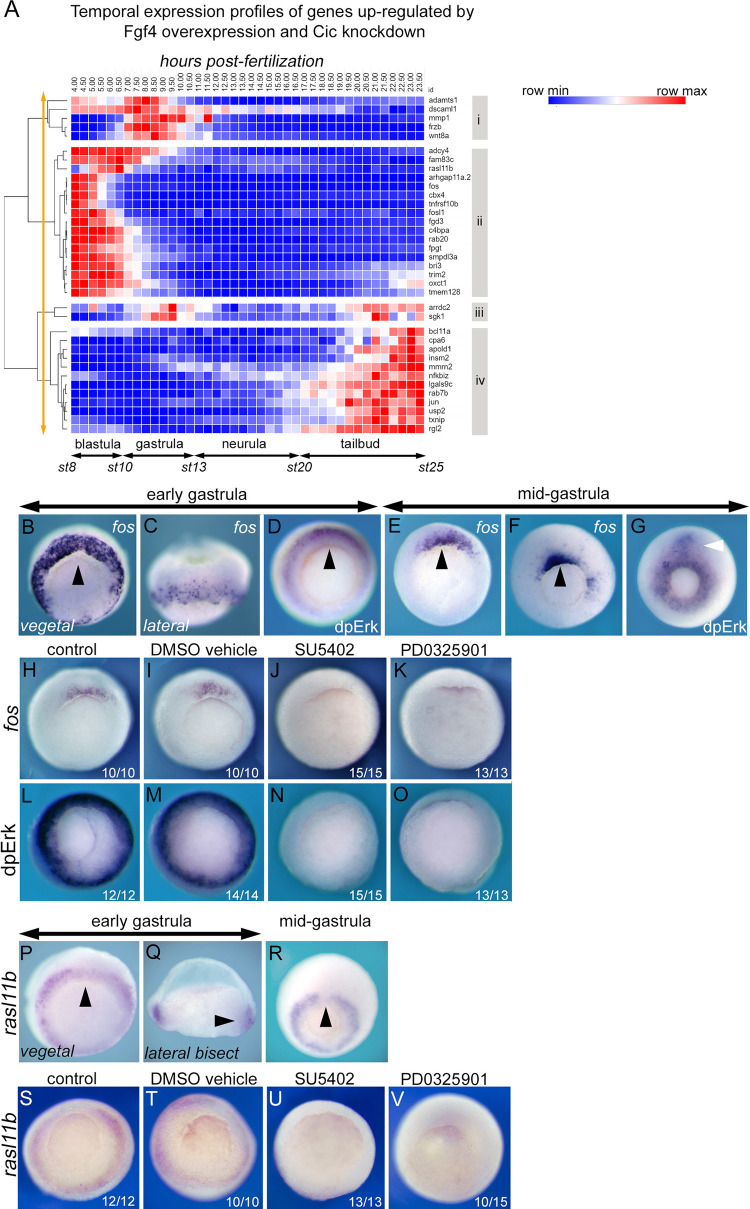
Candidate targets of a Fgf/Erk/Cic pathway during gastrulation. **A**, Cluster analysis of the temporal expression patterns (4 to 23 hours post-fertilisation at 24°C) of genes up-regulated by both Fgf4 overexpression and Cic knockdown. Red shading indicates increased and blue shading decreased expression relative to the average expression level (white). Clusters i to iv are indicated. Orange arrow indicates the level at which the clustering tree was cut. **B, C, E** and **F,** are in situ hybridizations showing *fos* mRNA expression in early (stage 10+) and mid-gastrula (stage 10.5 and stage 11.5) *Xenopus tropicalis* embryos. **D** and **G** show immunohistochemical staining for dpErk in early (stage 10+) and mid-gastrula (stage11.5) embryos. Gastrula stage 10.5 embryos showing *fos* mRNA expression, **H-K**, or dpErk staining, **L-O**, in control embryos and embryos treated from stage 8 with 0.2% DMSO drug vehicle, 200μM SU5402 Fgfr inhibitor or 25 μM PD0325901 Mek inhibitor. **P-R** are in situ hybridizations showing *rasl11b* expression in early (stage 10+) and mid-gastrula (stage 11.5) embryos. **Q** is lateral view of a bisected embryo. **S-V** *rasl11b* expression in control embryos and embryos treated from stage 8 with 0.2% DMSO drug vehicle, 200μM SU5402 Fgfr inhibitor or 25 μM PD0325901 Mek inhibitor. All views are vegetal with dorsal to the top unless indicated. Black arrows indicate the dorsal blastopore lip. White arrow indicates involuted dorsal mesoderm. NB Indicated n values are from a representative experiment.

Localised *fos* expression is first detected in the early gastrula embryo and in situ hybridisation analysis shows *fos* expression is detected in a circumblastoporal ring (Fig 4B and 4C) similar to the pattern of dpErk (Fig 4D). At this stage the *fos* expression domain appears somewhat larger than the dpErk domain, which may reflect differences in perdurance of dpErk protein, a transiently activated signal transduction intermediate, versus that of newly transcribed *fos* mRNA. *Fos* expression is dynamic, and as gastrulation proceeds, expression rapidly resolves to a domain above the dorsal blastopore lip (Fig 4E and 4F). *Fos* expression continues to overlap with dpErk, although the dpErk domain extends laterally and ventrally, forming a complete ring around the closing blastopore and persists in the involuted dorsal mesoderm as it extends along the developing axis (Fig 4G).

The regulation of *fos* expression by the Fgf/Erk pathway was investigated using the Fgf receptor drug inhibitor SU5402 and PD0325901, a drug inhibitor of Mek kinase, the upstream activator of Erk. Treatment of embryos with SU5402 or PD0325901 completely blocks Erk phosphorylation at the mid-gastrula stage and inhibits *fos* expression in gastrula stage embryos (Fig 4H–4O), indicating that Fgf signalling via Erk is required for *fos* expression in the gastrula.

As with *fos*, *rasl11b* is expressed in a circumblastoporal domain in the early gastrula (Fig 4P and 4Q), overlapping the domain of Erk activity. However, the *rasl11b* domain in the posterior mesoderm remains more extensive than that of *fos* in later gastrula stages and, unlike *fos*, which is enriched in the dorso-lateral blastopore lip, *rasl11b* expression is reduced in this region (Fig 4R). Fig 4S–4V show that normal *rasl11b* expression is also dependent on Fgf/Erk signalling.

### Fos and rasl11b are not regulated by Fgf signalling pathway during later development

Localised *fos* expression is not detectable in the early neurula, but at later neurula stages *fos mRNA* and, as has been previously reported, dpErk are localised to the lateral edges of the neural plate as the neural folds move towards fusion in the dorsal midline (S6A–S6D Fig) [8]. SU5402 blocks Erk activation in known domains of Fgf activity, including the anterior neural ridge, forebrain, midbrain/hindbrain junction and posterior mesoderm, but has little effect on dpErk at the edge of the neural plate (S6E–S6M Fig). In contrast, PD0325901 blocks Erk activation in all domains, including the edge of the neural plate (S6E–S6G and S6N–S6P Fig). We conclude that Fgf receptor signalling is not a regulator of the Erk pathway at the lateral edge of the neural plate.

During late neurula and tailbud stages *rasl11b* is expressed in a segmental pattern in the presomitic mesoderm (S7A, S7B and S7G Fig). This pattern overlaps that of the *ripply2*.*2* (*bowline*) gene [50], which is also expressed in a segmental pattern in the presomitic mesoderm (S7C, S7D, S7H and S7I Fig). We note that during these stages the expression of domain of *rasl11b* is largely anterior to the region of Erk activity in the posterior mesoderm (S7E and S7F Fig). As noted before, drug inhibition of Fgf receptor signalling effectively blocks Erk activity in the posterior mesoderm but not in the neural folds, whereas inhibition of Mek blocks Erk activity in both domains (S7J–S7M Fig). S7N–S7Q Fig show that, in contrast to gastrula stages, expression of *rasl11b* in the presomitic mesoderm is refractory to treatment with SU5402 and PD0325901.

### Fos is a target of transcriptional regulation by Erk during wounding

It has been shown that wounding of embryonic ectoderm stimulates Erk phosphorylation and *fos* transcription [8, 51]. Here we investigate the relationship between Erk activation and *fos* expression. Fig 5A shows that at 5 minutes post-wounding there is strong activation of Erk that extends many cell diameters from the wound site in the flank of an early tailbud stage embryo. This dramatic Erk response rapidly subsides, so, by 15 minutes dpErk is restricted to a few cell diameters from the wound site and 60 minutes post-wounding is barely detectable. Fig 5B shows *fos* expression is activated rapidly by wounding but is delayed relative to Erk. Thus, strong *fos* expression is not detected until 15 minutes post-wounding, is still present at 60 minutes and has faded by 120 minutes. It has previously been reported that the Erk wound response in *Xenopus* does not require Fgf signalling [8]. Here we use PD0325901 to investigate whether Fgf independent Erk activation is required for the *fos* wound response. Fig 5C–5E show that the normal dpErk domains and wound induced Erk activation is inhibited by PD0325901. However, while Mek inhibition reduces *fos* expression, it does not completely eliminate it. We conclude that the Erk signalling is a regulator of *fos* transcription in response to embryonic wounding, although other signalling pathways might also be involved.

**Fig 5:**
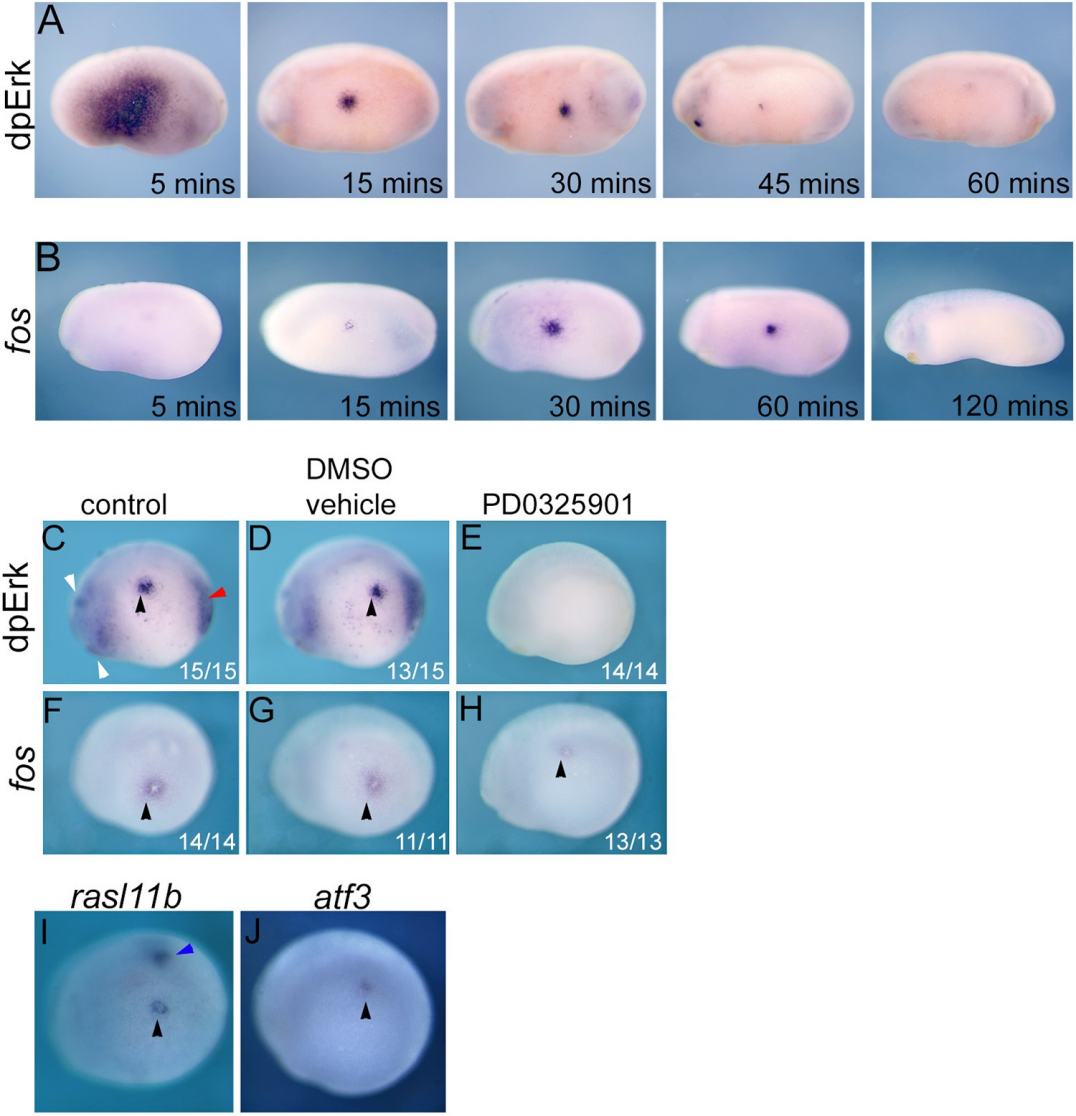
Candidate targets of a Erk/Cic pathway during wounding. **A,** time course (5 to 60 minutes) of dpErk expression following ectodermal puncture wounding on the flank of *Xenopus laevis* tailbud stage embryos. **B,** time course (5 to 120 minutes) of *fos* mRNA expression following wounding of *Xenopus laevis* tailbud stage 20 embryos. dpERK, **C-E**, and *fos*, **F-G**, expression at 30 minutes post-wounding in *Xenopus tropicalis* control embryos and embryos pre-treated with 0.1% DMSO drug vehicle or Mek inhibitor PD0325901 (25 μM in 0.1% DMSO) from neurula stage 14. **I**, activation of *rasl11b* expression at 10 minutes post-wounding. **J**, activation of *atf3* expression at 90 minutes post-wounding. Black arrow indicates site of wounding. White and red arrows indicate domains of dpErk corresponding to known regions of Fgf signalling in the anterior nervous system and posterior mesoderm, respectively. Blue arrow indicates endogenous *rasl11b* expression in the presomitic mesoderm. All are lateral views with anterior to the left and dorsal to the top. NB Indicated n values are from a representative experiment.

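In the stage 14 libraries *rasl11b* was at 19.0 ± 5.08 TPM (SD, n = 3) in control embryos, 51.7 ± 12.5 TPM (SD, n = 3) with Fgf4 and 77.7 ± 24.5 TPM (SD, n = 3) with Cic knockdown. Its log2 fold changes were 1.42 with Fgf4 (standard error 0.25, limma adjusted p = 0.277, and 0.968 without the replicate block) and 1.98 with Cic knockdown (standard error 0.25, adjusted p = 0.0712, and 0.0972 without the block). With the oocyte and maternal score as a covariate, chosen after seeing the data, the log2 fold change of *rasl11b* with Cic knockdown was 0.87 and the call was lost. The score is nearly aligned with Cic knockdown, so this does not separate an effect of Cic from one of maternal RNA. *atf3* was at 4.58 ± 0.650, 10.9 ± 4.26 and 12.4 ± 1.45 TPM (SD, n = 3 each). The log2 fold changes of *atf3* were 1.11 with Fgf4 (standard error 0.24, adjusted p = 0.287, and 1.00 without the block) and 1.34 with Cic knockdown (standard error 0.24, adjusted p = 0.0765, and 0.182 without the block). Both genes were higher in all 6 ratios of a treated library to its control.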

We investigated whether *rasl11b* and the *fos*-related gene *atf3*, which is also significantly up-regulated by Fgf4 overexpression (p≤0.001, effect size 1.76) and Cic knockdown (p≤0.0001, effect 1.96 (S1 and S4 Tables) are upregulated in response to wounding. Fig 5I shows that *rasl11b*, like *fos*, is rapidly activated by wounding. *atf3* is also activated by wounding but this response is delayed compared to *fos* and *rasl11b* and is not detected until 90 minutes post-wounding (Fig 5J).

### Consensus Cic binding sites are present in a highly conserved region of fos intron 1

An attractive model for the rapid activation of gene transcription by Fgf signalling or wounding is that activated Erk de-represses Cic bound to genes already poised for transcription. Therefore, we investigated whether the *fos* gene sequence has sites for Cic repression. In order to identify conserved gene regulatory elements in the putative Cic target *fos*, a LAGAN alignment was performed using *Xenopus*, human, mouse and chicken *fos* genomic sequences (Fig 6A) [37]. Conserved regions outside coding exons were scanned for the CIC octameric consensus motif (T(G/C)AATG(A/G)/A) using the FIMO tool of the MEME suite [38]. A region of ~100 bp of sequence conservation was identified within 500 bp upstream of the transcription start site, however, no Cic sites were identified in this region. Of particular note is the presence of a highly conserved region of ~100 bp in intron 1 in human, mouse and chicken sharing 75% identity with *Xenopus* (Fig 6A and 6B). A scan of this region reveals the presence of two adjacent sites matching the Cic consensus in *Xenopus* and chicken, and one each in human and mouse (Fig 6B and 6C). This region also contains a highly conserved TPA Responsive Element (TRE). The upstream region of several genes up-regulated by Fgf overexpression and Cic knockdown were also examined for potential Cic binding sites. S8 Fig shows the presence of sites closely matching the Cic consensus within 2kb of the transcription start of *fos*, *frzb*, *rasl11b* and *wnt8a*.

**Fig 6:**
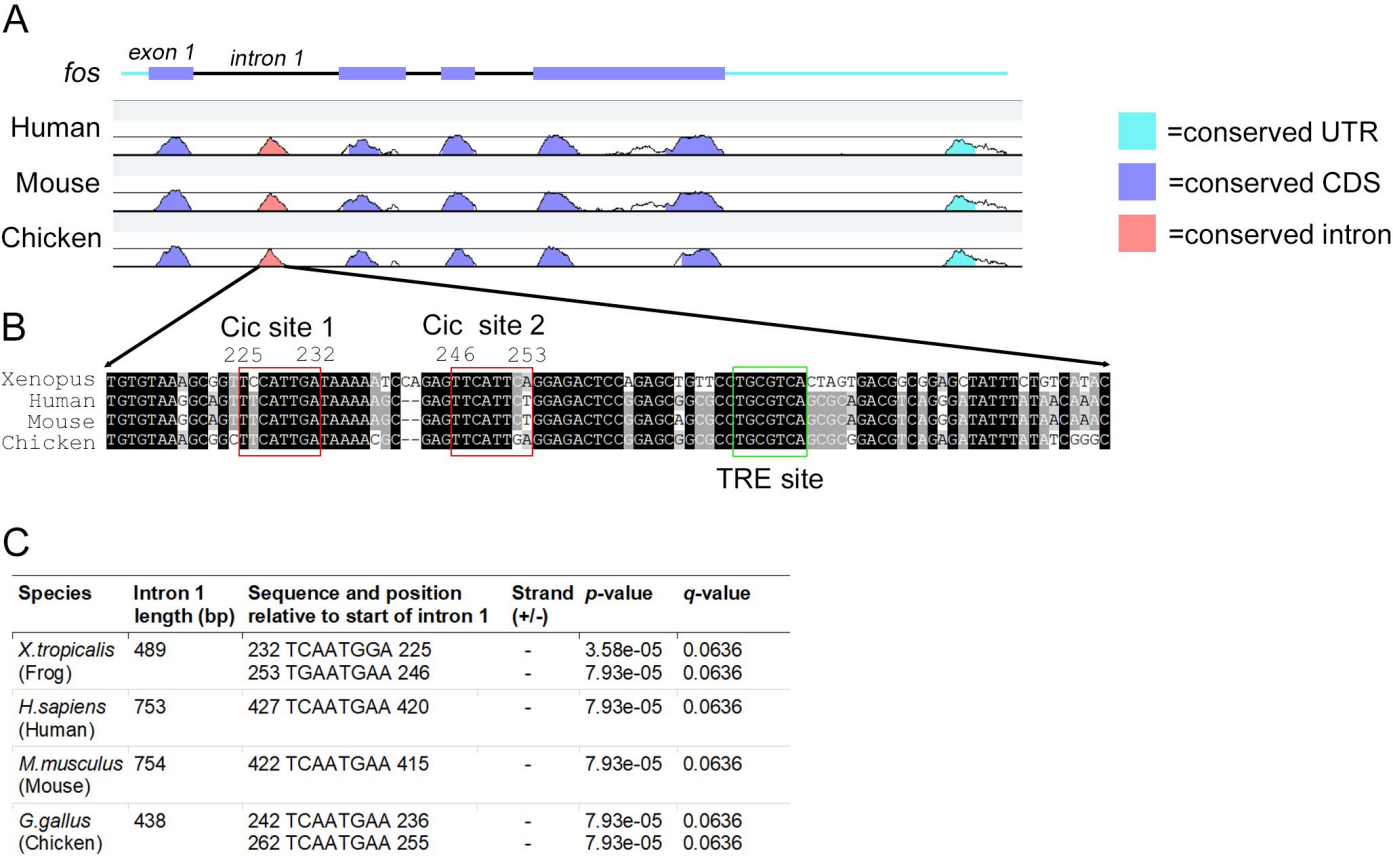
Conserved Cic binding sites are present in intron 1 of *fos*. **A,** mLAGAN alignment of *fos* transcription units from *Xenopus tropicalis*, *Homo sapiens*, *Mus musculu*s and *Gallus gallus* with *Xenopus* as the base sequence. Significant peaks of conservation are coloured as indicated. Figure is adapted from the VISTA-Point output (www.lagan.stanford.edu). **B,** Alignment of core sequences of *fos* intron 1 from *Xenopus*, human, mouse and chicken. Density of shading indicates level of conservation. Red boxes indicate sites of consensus Cic binding sites (T(G/C)AATG(A/G)A) in *Xenopus*. A conserved TPA responsive element (TRE) is indicated by the green box. **C,** table showing sequence, position, orientation and statistical significance of Cic consensus binding sites in *Xenopus*, human, mouse and chicken *fos* intron 1 identified by scanning with the FIMO tool from the MEME suite.

## Discussion

### Cic is a conserved regulator of RTK/Erk signalling

Previously, we have proposed that transcriptional de-repression is involved in the regulation of a subset of Fgf target genes [11]. In support of this we have shown that Fgf/Erk signalling modulates the activity of the Grg4 transcriptional repressor [12]. In the present study we investigate a potential role for the Capicua (Cic) transcriptional repressor in mediating Fgf/Erk signalling in early *Xenopus* development.

### Cic function in development and disease

Capicua was identified in *Drosophila* as a regulator of anteroposterior and dorsoventral patterning, acting downstream of the Torso and EGFR RTKs. In maternal Capicua mutant fly embryos, anterior and posterior development is maintained, but trunk and abdominal development is absent [13, 19]. In mice, loss of CIC in the forebrain promotes neural stem cell proliferation and the glial lineage, providing a link with frequently observed loss of CIC function in oligodendroglioma [52, 53]. Cic is also involved in the pathogenesis of the neurodegenerative disease spinocerebellar ataxia type I (SCA1) and a range of behavioural disorders through binding to mutant, disease-causing mutations of Ataxin-family proteins [54, 55]. Futhermore, CIC has been shown to be involved in lung and immune system development [56, 57].

Our hypothesis predicts that knockdown of the Cic repressor and Fgf overexpression will have similar effects on *Xenopus* development. Fgf signalling is required for posterior development of the main body axis, with Fgfs acting as dominant posteriorising signals that suppress anterior development [1, 3, 20, 58]. In support of our hypothesis, we show that Cic knockdown and Fgf overexpression down-regulate expression of a cohort of genes involved in anterior development and Cic inhibition causes anterior truncations similar to those caused by Fgf overexpression [20]. Given that Cic is a transcriptional repressor, down-regulation of anterior gene expression in response to its knockdown is unlikely to be direct, but rather reflects the involvement of Cic in regulating expression of genes involved posteriorizing the developing main axis. We note that *gdf3* (*derriere*), which is upregulated by Fgf4 overexpression and Cic knockdown, inhibits anterior development when ectopically expressed in the embryo [48].

### Mechanisms regulating Cic repression

Here we show that Fgf signalling or wounding, which potently activate Erk, both reduce Cic protein levels in *Xenopus* embryonic cells. The mechanisms regulating Cic transcriptional repression are complex. In *Drosophila*, activated ERK bound to the C2 domain phosphorylates CIC and inhibits transcriptional repression by context dependent mechanisms. During anteroposterior development activation of the Torso RTK by Trunk also leads to concentration-dependent CIC degradation, whereas in the ovary EGFR activation causes relocation of CIC from the nucleus to the cytoplasm [19].

In mammals a number of mechanisms have been proposed to regulate CIC mediated transcriptional repression. In EGF stimulated HEK293 cells, ERK phosphorylation of serine residues in the carboxy terminus of CIC inhibits binding of the nuclear importin protein KPNA3 to the nuclear localisation signal [18]. In addition, the p90^rsk^ (RPS6KA1) kinase, which is activated by ERK, phosphorylates serine^173^, functions as a binding site for 14-3-3 proteins modulating DNA binding of the adjacent HMG box [18]. Phosphorylation of serine^173^ has also been implicated in ubiquitin mediated degradation of CIC in glioblastoma cells [59].

There is also evidence for an ERK independent mechanism of CIC regulation involving SRC phosphorylation of a C-terminal tyrosine resulting in nuclear export of CIC [60]. The Src family protein Laloo is activated downstream of Fgf signalling in *Xenopus* mesoderm induction and could regulate Cic activity in this context [61, 62]. We note that the serine and tyrosine phosphosites, as well as the nuclear localisation signal discussed above are conserved in *Xenopus* Cic (S1 Fig).

### Regulation of gene expression downstream of Cic

Binding of CIC to gene loci recruits histone deacetylases leading to transcriptional repression underpinning CIC function in development and tumorigenesis [63]. Targets of CIC regulation commonly identified in mammalian transcriptomic studies are the PEA3 sub-family of ETS transcription factors and DUSP Mapk phosphatases [40, 64–66]. 

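Of the *dusp* genes, 16 passed the TPM filter in at least one comparison. They were taken by name and not sorted by whether they encode Mapk phosphatases, the group that the paper names. None was called in Cic knockdown embryos, and *dusp6* was the only one called with Fgf4. The log2 fold changes of Cic knockdown lay between -0.50 for *dusp18* and 1.27 for *dusp19*, with a median of 0.20. *dusp19* was near the floor in control embryos, at a mean of 0.579 TPM, and *dusp14* was below the filter for Cic knockdown. *dusp19* and *dusp23* had the smallest p values with Cic knockdown, at adjusted p = 0.196 (0.497 without the replicate block) and 0.182 (0.687 without it). Levels of *etv5* and *dusp9* were not analysed here.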

Interestingly, our transcriptomic analyses show that early expression of these genes does not significantly change in Cic knockdown embryos. However, it is possible that *Xenopus* Cic regulates of PEA3 genes during later development.

Our analysis identifies a cohort of putative Fgf/Cic target genes that are upregulated by Fgf4 overexpression and Cic knockdown. In addition to a subset of known Fgf transcriptional targets, such as *adamts1*, *egr1*, *frzb* and *wnt8* [2, 67], the up-regulated overlap cohort contains multiple components of the Fgf/Mapk pathway, including *atf3*, *arhgap11a*, *fam83c*, *fos*, *fosl1*, *ier3*, *jun*, *mixl*, *rab20*, *rab7b*, *rasl11b* and *rgl2* (S3 Table and references therein).

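Of the Fgf/Mapk components, besides *fos*, *rasl11b* and *atf3*, *fam83c*, *fosl1*, *ier3*, *mixl1*, *rab20* and *rgl2* were called up in both conditions. *ier3* was at 58.6 ± 31.3, 200.4 ± 93.1 and 225 ± 71.6 TPM (SD, n = 3 each) in control, Fgf4 and Cic knockdown embryos. Its log2 fold changes were 1.79 (standard error 0.29, limma adjusted p = 0.269, and 1.00 without the replicate block) and 2.05 (adjusted p = 0.0712, and 0.206 without the block). *rgl2* was at 0.856 ± 0.194, 3.54 ± 0.956 and 14.4 ± 7.70 TPM (SD, n = 3 each), with log2 fold changes of 1.56 (adjusted p = 0.290, and 1.00 without the block) and 3.34 (adjusted p = 0.0712, and 0.0476 without the block). For *fam83c* the log2 fold changes were 1.50 and 1.27, with adjusted p values of 0.269 and 0.0883, and without the block both calls were lost (adjusted p = 1.00 and 0.780). *rab20* had log2 fold changes of 0.98 (adjusted p = 0.288, and 1.00 without the block, where the call was lost) and 1.26 (adjusted p = 0.0788, and 0.203 without the block). With Fgf4 *mixl1* was at 13.9 ± 17.3 TPM (SD, n = 3), a log2 fold change of 2.81 (adjusted p = 0.300, and 1.00 without the block, where the call was lost).

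*arhgap11a.2*, *jun* and *rab7b* were called up with Cic knockdown and not with Fgf4. With Fgf4 their log2 fold changes were 1.15 (adjusted p = 0.312, and 1.00 without the block), 1.47 (adjusted p = 0.320, and 1.00 without the block) and 1.29 (adjusted p = 0.340, and 1.00 without the block), and each was higher in all 3 Fgf4 pairs. A p from the normal distribution called all 3 with Fgf4. With Cic knockdown *arhgap11a.2* rose by 2.18 (adjusted p = 0.0738, and 0.148 without the block) and *rab7b* by 2.68 (adjusted p = 0.0765, and 0.148 without the block) on the log2 scale. The other listed copy, *arhgap11a.1*, was not called in either condition, at log2 fold changes of 0.14 with Fgf4 (adjusted p = 0.783, and 1.00 without the block) and 0.28 with Cic knockdown (adjusted p = 0.486, and 1.00 without the block), and reads could have been split between both copies.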

### Fos and rasl11b are regulated by a Fgf/Erk/Cic pathway during gastrulation

*Fos and rasl11b*, which are both up-regulated by Fgf overexpression and Cic knockdown, were selected for further investigation. Both *fos* and *rasl11b* are expressed in the early mesoderm and their normal expression during gastrulation is shown to require Fgf/Erk signalling.

The fos protein acting as a heterodimer with Jun, forms the AP-1 transcription factor required for transcriptional responses downstream of Fgf signalling [9]. Possible mechanisms for Fgf signalling post-transcriptionally regulating AP-1 activity are via phosphorylation of Jun by Jnk kinase and Fos by Erk kinase [68, 69]. The classical view of *fos* is as an immediate early response gene rapidly transcribed when activated ERK phosphorylates the ELK1 transcription factor, which in complex with SRF binds to serum response elements to activate transcription [70]. A similar mechanism is indicated for regulation of the immediate early gene *egr1* in *Xenopus* [71].

Our data suggest another level of regulation for *fos* transcription in the *Xenopus* embryo, by which Fgf mediated inhibition of Cic repression allows *fos* transcription. In support of this our analysis of a highly conserved region of *fos* intron 1 identifies consensus Cic binding sites. Intron 1 has previously been shown to contain gene regulatory elements and a number of DNAase I hypersensitive sites [72–74]. Furthermore, ChIP-Seq analysis has identified CIC binding in this region of *fos* in human neural stem cells and binding increases in the presence of a MEK inhibitor [63]. The intron 1 binding sites are upstream of a TPA responsive element (TRE) that has previously been shown to be capable of AP-1 binding [72], indicating further complexity to the feedback loops regulating *fos* expression. The AP-1 components *jun*, *fosl1* and *atf3* are also up-regulated by Cic knockdown and it is likely that after release from Cic repression a feed forward loop of AP-1 components auto-regulate their own expression and that of secondary response genes downstream of Fgf/Erk signalling.

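*jun* stood at 14.8 ± 16.4 TPM (SD, n = 3) in control embryos and 54.7 ± 24.4 TPM (SD, n = 3) in Cic knockdown embryos. Its log2 fold change was 2.32 with a standard error of 0.47 (limma adjusted p = 0.0889). In the fit without the replicate block the adjusted p of *jun* was 0.583 and the call was lost. *fosl1* was at 0.926 ± 0.631 TPM (SD, n = 3) in control embryos and 4.35 ± 1.76 TPM (SD, n = 3) in Cic knockdown embryos, a log2 fold change of 1.80 with a standard error of 0.32 (adjusted p = 0.0765, and 0.309 without the block). With Fgf4 *fosl1* was at 4.45 ± 2.60 TPM (SD, n = 3) and rose by 1.75 on the log2 scale (adjusted p = 0.277, and 1.00 without the block). Both genes were higher in each of the 3 Cic knockdown pairs. As *fosl1* was below the filter of 1.5 TPM in control embryos, its fold change is understated by the pseudocount.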

Rasl11b, in common with other ras proteins, has GTPase activity, but unlike other ras proteins, rasl11b lacks lipid modifications and is not membrane tethered. A study in Zebrafish suggests that rasl11b modulates the activity of EGF-CFC protein One-Eyed-Pinhead (OEP)/Cripto, which is a co-receptor in the nodal signalling pathway. Interestingly, the *Xenopus* EGF-CFC proteins Frl1 and Frl2 have been implicated in Fgf signalling and were identified as Fgf receptor ligands, further suggesting a link between rasl11b and Fgf function. However, further studies will be required to elucidate any roles of rasl11b function in the Fgf signalling pathway.

### A possible role for Cic in regulating gene expression in the response to wounding?

Erk is rapidly activated in response to ectoderm wounding in *Xenopus* and this does not require Fgf signalling [8]. A role for Erk in formation of actomyosin structures required for wound closure, independent of transcriptional regulation, has been demonstrated [75]. However, while gene transcription is not required for the initial wound closure, complex patterns of gene expression are activated following *Xenopus* embryonic wounding and it has been proposed that these are involved in regulating tissue re-modelling post-wounding [51]. This latter study looked at changes in gene expression at the site of wounding in *Xenopus laevis*. S9A Fig shows that there is significant overlap between genes upregulated by Cic knockdown in *Xenopus tropicalis* and wounding in *Xenopus laevis*. In particular, we note that the putative Cic targets *fos*, *rasl11b* and *atf3*, which we show are up-regulated at the site of wounding in *Xenopus tropicalis*, are also up-regulated in response to wounding in *Xenopus laevis* (S9B Fig). Our demonstration that Cic protein is reduced by wounding and putative Cic targets genes are up-regulated at the wound site is suggestive that a Erk/Cic pathway also play a role in regulating the responses to wounding.

Erk regulated de-repression of Cic provides an attractive mechanism to rapidly activate transcription in response to Fgf signalling and wounding. A recent study indicates that activation of Erk leads to removal of *Drosophila* CIC from regulated enhancers and gene transcription within 5 minutes [76]. We note the similarly rapid response of *fos* and *rasl11b* transcription to wounding in *Xenopus*. This suggests that degradation or nuclear translocation of Cic protein is not required for the initial ERK mediated de-repression but is likely to be important for longer term stabilisation of Cic de-repression. Such rapid dynamics also provide a potential mechanism for re-imposing transcriptional repression of genes, such as *fos*, following transient Erk responses to growth factor signalling and wounding [8, 76, 77].

## Supporting information

S1 Fig Genomic organisation and sequence of *Xenopus tropicalis cic*. **A,** diagram of the exon/intron structure of the *Xenopus cic* locus. **B,** diagram showing how alternative splicing of exons 1 and 2 give rise two Cic isoforms with different N-termini. **C,** Conceptual *Xenopus* Cic-s peptide sequence aligned with Cic-s from human and mouse. The conserved HMG box DNA binding domain, potential monopartite nuclear localisation signal, C1 repression domain, C2 Mapk docking domain, Mapk and Src phosphorylation sites are indicated. **D,** peptide sequence alignment of *Xenopus* and human Cic-l.
(JPG) Click here for additional data file.

S2 Fig Temporal and spatial expression patterns of *Xenopus cic-s and cic-l*. **A** and **B,** qPCR analysis of *cic-l* and *cic-s*. Expression is normalised to ubiquitously expressed control *dicer* and shown as relative to maximum expression level. **C,** in situ hybridisation analysis using isoform specific antisense probes to *cic-s* and *cic-l*. Embryo orientations are indicated. *dbl =* dorsal blastopore lip, *ov* = otic vesicle and *ba* = branchial arches.
(JPG) Click here for additional data file.

S3 Fig Developmental effects of gfp-CIC overexpression. **A,** is a western blot detecting gfp (~27 kDa) and gfp-tagged human CIC (~250 kDa) proteins translated in gastrula stage embryos from injected mRNAs (image is uncropped). **B**, shows fluorescence of cytoplasmic gfp protein in the animal hemisphere of a gastrula stage embryo. **C** and **D** (higher magnification), show strong nuclear expression of gfp-CIC. **E**, phenotype at larval stage 37 of uninjected control embryos and **F**, embryos injected with 6ng synthetic gfp-CIC mRNA. NB Indicated n values are from a representative experiment.
(JPG) Click here for additional data file.

S4 Fig Analysis of gene targeting in Cic-TALEN knockdown embryos. **A,** sequencing traces of an amplicon from the region of *Cic* exon 6 targeted by the Cic TALEN pair using genomic DNA from individual knockdown embryos as template. Wild-type sequence is included as a comparison. Grey block indicates sequence bound by the Cic forward TALEN. **B,** sequence of individual clones obtained from cloning exon 6 amplicon from an individual knockdown embryo. Yellow shading indicates region of sequence mismatches with wild-type exon 6 sequence. **C,** individual RNA-seq reads from control water injected embryos and Cic-TALEN injected embryos mapped to exon 6 of the *cic* locus. Combined BAM files from the three experimental replicates were mapped to the *Xenopus tropicalis* genome using the IGV browser and the output adapted. Dark grey indicates sequence mismatches. The spacer region between the binding sites of the forward and reverse TALENs is indicated.
(JPG) Click here for additional data file.

S5 Fig QPCR analysis of *fos* and *tbxt* expression. **A** and **B**, qPCR analysis of *fos* and *tbxt* mRNA expression in Fgf4 overexpressing, Cic knockdown and control water injected embryos at neurula stage 14. Values are normalised to *dicer* mRNA expression and shown relative to expression in control embryos.
(JPG) Click here for additional data file.

S6 Fig Analysis of *fos* and activated Erk expression in the neural folds. Dorsal views of neurula stage embryos showing localisation of *fos* mRNA by in situ hybridisation, **A** and **B,** and dpErk by immunohistochemistry, **C** and **D**. **E-P**, immunolocalisation of dpErk in untreated control embryos and embryos treated with 0.1% DMSO vehicle, 200 μM Fgfr inhibitor SU5402 or 25 μM Mek inhibitor PD0325901. *anr* = anterior neural ridge, *bp* = blastopore, *fb* = forebrain, *mhj* = midbrain/hindbrain border, *pm* = posterior mesoderm. NB Indicated n values are from a representative experiment.
(JPG) Click here for additional data file.

S7 Fig Expression and regulation of *rasl11b* in the pre-somitic mesoderm. **A** and **B**, in situ hybridization of *rasl11b* expression at late neurula stage 19 and tailbud stage 22. **C** and **D** expression of *ripply2*.*2* at late neurula stage 19 and tailbud stage 22. **E** and **F** localisation of dpErk by immunohistochemistry at stage 19 and 22. **G-I** in situ hybridization analysis of *rasl11b* (magenta) and *ripply2*.*2* (cyan) expression in the pre-somitic mesoderm at mid-tailbud stage 25. **J-M**, neurula stage embryos showing immunolocalisation of dpErk and, **N-Q**, in situ localisation of *rasl11b* expression in untreated control embryos and embryos treated with 0.1% DMSO vehicle, 200 μM Fgfr inhibitor SU5402 or 25 μM Mek inhibitor PD0325901. Black arrow indicates posterior mesoderm. NB Indicated n values are from a representative experiment.
(JPG) Click here for additional data file.

S8 Fig Identification of putative Cic binding sites in genes up-regulated by Fgf4 overexpression and Cic knockdown. Position, orientation and statistical significance of Cic consensus binding sites in the 2kb upstream regions of putative targets of Cic regulation in *Xenopus*, identified by scanning with the FIMO tool from the MEME suite. Lower-case and upper-case sites are on the plus and minus strands, respectively.
(JPG) Click here for additional data file.

S9 Fig Overlapping effects on gene expression in response to Cic knockdown in *Xenopus tropicalis* and ectodermal wounding in *Xenopus laevis*. *Xenopus laevis* wounding datasets from [50] were filtered to only include genes annotated in the *Xenopus tropicalis* genome (12992 genes). Datasets for 30–90 minutes post-wounding were combined and filtered according to the following criteria, fold up-regulation ≥1.75 and p-adj ≤0.1. Duplicate gene entries were removed from the *Xenopus laevis* dataset. **A,** shows the highly significant overlap of genes up-regulated by Cic-knockdown in *Xenopus tropicalis* and wounding in X*enopus laevis*. **B,** Genes up-regulated by Cic-knockdown and ectodermal wounding. Orange shading indicates genes analysed at the site of wounding in this study (Fig 5).
(JPG) Click here for additional data file.

S10 Fig Raw data for myc-epitope western blot in Fig 1D. (JPG) Click here for additional data file.

S11 Fig Raw data for beta catenin western blot in Fig 1D. (JPG) Click here for additional data file.

S1 Table Gene expression at neurula stage 14 in control, Fgf4 overexpressing and Cic knockdown embryos. (XLSX) Click here for additional data file.

S2 Table PANTHER gene ontology slim molecular function analysis of genes up-regulated by Cic knockdown. (DOCX) Click here for additional data file.

S3 Table PANTHER gene ontology biological process analysis of genes up-regulated by Cic knockdown. (DOCX) Click here for additional data file.

S4 Table Genes significantly up-regulated by Fgf4 overexpression and Cic knockdown. 

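The table lists 65 genes with the effect sizes and p values that the authors obtained in Sleuth. In the fit of the deposited TPM values with limma, 52 of the 65 were called up with Fgf4, 55 with Cic knockdown and 46 with both. Without the replicate block, 28 were called with Fgf4 and 39 with Cic knockdown. All 65 were higher in all 6 ratios of a treated library to its control. Adjusted over these 65 genes alone, all 65 had a Benjamini-Hochberg adjusted p of at most 0.05 in both comparisons, and none did over all genes tested. The list consists of the authors' own calls on the same libraries. The counts of calls, of ratios and of genes passing within the list are therefore no measure of stability.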

(DOCX) Click here for additional data file.

S5 Table Function of genes significantly up-regulated by Fgf4 overexpression and Cic knockdown. (DOCX) Click here for additional data file.

S6 Table Genes significantly down-regulated by Fgf4 overexpression and Cic knockdown. 

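Of the 35 genes in this table, the fit of the deposited values called 27 down with Fgf4, 25 with Cic knockdown and 21 with both. Without the replicate block the counts were 17 and 18 for Fgf4 and Cic knockdown. All 35 were lower in all 6 ratios of a treated library to its control. After adjustment over the list alone, all 35 had a Benjamini-Hochberg adjusted p of at most 0.05 in both comparisons, and over all genes tested none did. The genes were chosen by the authors from the same libraries. Here too the counts of calls, of ratios and of genes passing within the list are no measure of stability.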

(DOCX) Click here for additional data file.

S7 Table Function of genes significantly down-regulated by Fgf4 overexpression and Cic knockdown. (DOCX) Click here for additional data file.

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S2 Table

**Table_S6 PANTHER gene ontology slim molecular function analysis** **of genes up-regulated by Cic knockdown** (enrichment ≥2, FDR≤0.05)

| **PANTHER GO-Slim Molecular Function** | **Xenopus tropicalis - REFLIST (22504)** | **Input (1125)** | **Input (expected)** | **Input**  **(fold Enrichment)** | **Input**  **(False Discovery Rate)** |
| --- | --- | --- | --- | --- | --- |
| fibroblast growth factor binding (GO:0017134) | 6 | 4 | 0.3 | 13.34 | 1.78E-02 |
| mRNA 3'-UTR binding (GO:0003730) | 34 | 10 | 1.7 | 5.88 | 8.39E-04 |
| growth factor binding (GO:0019838) | 29 | 7 | 1.45 | 4.83 | 2.72E-02 |
| DNA-binding transcription factor activity, RNA polymerase II-specific (GO:0000981) | 873 | 112 | 43.64 | 2.57 | 4.01E-16 |
| RNA polymerase II cis-regulatory region sequence-specific DNA binding (GO:0000978) | 799 | 100 | 39.94 | 2.5 | 8.84E-14 |
| RNA polymerase II transcription regulatory region sequence-specific DNA binding (GO:0000977) | 970 | 121 | 48.49 | 2.5 | 3.29E-16 |
| cis-regulatory region sequence-specific DNA binding (GO:0000987) | 813 | 100 | 40.64 | 2.46 | 1.78E-13 |
| sequence-specific DNA binding (GO:0043565) | 1064 | 130 | 53.19 | 2.44 | 2.97E-16 |
| sequence-specific double-stranded DNA binding (GO:1990837) | 1037 | 125 | 51.84 | 2.41 | 3.98E-16 |
| transcription cis-regulatory region binding (GO:0000976) | 1017 | 122 | 50.84 | 2.4 | 1.73E-15 |
| transcription regulatory region nucleic acid binding (GO:0001067) | 1017 | 122 | 50.84 | 2.4 | 1.58E-15 |
| DNA-binding transcription factor activity (GO:0003700) | 969 | 116 | 48.44 | 2.39 | 7.77E-15 |
| double-stranded DNA binding (GO:0003690) | 1084 | 129 | 54.19 | 2.38 | 3.73E-16 |
| transcription regulator activity (GO:0140110) | 1150 | 135 | 57.49 | 2.35 | 2.81E-16 |
| mRNA binding (GO:0003729) | 190 | 22 | 9.5 | 2.32 | 1.25E-02 |
| DNA binding (GO:0003677) | 1264 | 144 | 63.19 | 2.28 | 2.89E-16 |
| nucleic acid binding (GO:0003676) | 1841 | 184 | 92.03 | 2 | 3.54E-16 |

**Highlight key**

| Terms associated with growth factor binding |  |
| --- | --- |
| Terms associated with DNA binding and transcriptional regulation |  |

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S3 Table

**Table_S7 PANTHER gene ontology biological process analysis of genes up-regulated by Cic knockdown** (enrichment ≥2, FDR≤0.05)

**Highlight key**

| Terms associated with signalling |  |
| --- | --- |
| Terms associated with gene transcription |  |
| Terms associated with neuronal and head development |  |

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S4 Table

**Table_S8** **Genes significantly up-regulated by Fgf4 overexpression and Cic knockdown** (p≤0.01 and effect size ≥1.75)

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S5 Table

**Table_S9** **Function of genes significantly up-regulated by Fgf4 overexpression and Cic knockdown**

**References**

Arlt, A., Schäfer, H., 2011. Role of the immediate early response 3 (IER3) gene in cellular stress response, inflammation and tumorigenesis. Eur. J. Cell Biol. 90, 545–552.

Bartel, C.A., Parameswaran, N., Cipriano, R., Jackson, M.W., 2016. FAM83 proteins: Fostering new interactions to drive oncogenic signaling and therapeutic resistance. Oncotarget 7, 52597–52612.

Branney, P. a., Faas, L., Steane, S.E., Pownall, M.E., Isaacs, H.V., 2009. Characterisation of the fibroblast growth factor dependent transcriptome in early development. PLoS One 4, e4951–e4951.

Cao, Y., Zhao, H., Hollemann, T., Chen, Y., Grunz, H., 2001. Tissue-specific expression of an Ornithine decarboxylase paralogue, XODC2, in Xenopus laevis. Mech. Dev. 102, 243–6.

Colas, A., Cartry, J., Buisson, I., Umbhauer, M., Smith, J.C., Riou, J.-F., 2008. Mix.1/2-dependent control of FGF availability during gastrulation is essential for pronephros development in Xenopus. Dev. Biol. 320, 351–365.

Distefano, M.B., Kjos, I., Bakke, O., Progida, C., 2015. Rab7b at the intersection of intracellular trafficking and cell migration. Commun. Integr. Biol. 8, e1023492.

Dong, Z., Xu, R.H., Kim, J., Zhan, S.N., Ma, W.Y., Colburn, N.H., Kung, H., 1996. AP-1/jun is required for early Xenopus development and mediates mesoderm induction by fibroblast growth factor but not by activin. J. Biol. Chem. 271, 9942–9946.

Endo, T., Kusakabe, M., Sunadome, K., Yamamoto, T., Nishida, E., 2011. The kinase SGK1 in the endoderm and mesoderm promotes ectodermal survival by down-regulating components of the death-inducing signaling complex. Sci. Signal. 4, ra2.

Fischer, T.H., Brittain, J., Trabalzini, L., Banes, A.J., White, G.C., Smith, C.J., Nichols, T.C., 2003. The ras-binding domain of ral GDS-like protein-2 as a ras inhibitor in smooth muscle cells. Biochem. Biophys. Res. Commun. 305, 934–940.

García-Oliver, E., García-Molinero, V., Rodríguez-Navarro, S., 2012. mRNA export and gene expression: the SAGA-TREX-2 connection. Biochim. Biophys. Acta 1819, 555–565.

Gong, Y., Wu, J., Qiang, H., Liu, B., Chi, Z., Chen, T., Yin, B., Peng, X., Yuan, J., 2008. BRI3 associates with SCG10 and attenuates NGF-induced neurite outgrowth in PC12 cells. BMB Rep. 41, 287–293.

Kim, J., Lin, J.J., Xu, R.H., Kung, H.F., 1998. Mesoderm induction by heterodimeric AP-1 (c-Jun and c-Fos) and its involvement in mesoderm formation through the embryonic fibroblast growth factor/Xbra autocatalytic loop during the early development of Xenopus embryos. J. Biol. Chem. 273, 1542–1550.

Kitamura, H., Hashimoto, M., 2021. USP2-Related Cellular Signaling and Consequent Pathophysiological Outcomes. Int. J. Mol. Sci. 22. https://doi.org/10.3390/ijms22031209

Ku, H.-C., Cheng, C.-F., 2020. Master Regulator Activating Transcription Factor 3 (ATF3) in Metabolic Homeostasis and Cancer. Front. Endocrinol. 11, 556.

Lawson, C.D., Der, C.J., 2018. Filling GAPs in our knowledge: ARHGAP11A and RACGAP1 act as oncogenes in basal-like breast cancers. Small GTPases 9, 290–296.

Lokapally, A., Neuhaus, H., Herfurth, J., Hollemann, T., 2020. Interplay of TRIM2 E3 Ubiquitin Ligase and ALIX/ESCRT Complex: Control of Developmental Plasticity During Early Neurogenesis. Cells 9. https://doi.org/10.3390/cells9071734

López-Contreras, A.J., Ramos-Molina, B., Cremades, A., Peñafiel, R., 2010. Antizyme inhibitor 2: molecular, cellular and physiological aspects. Amino Acids 38, 603–611.

Montesinos, M.L., 2014. Roles for DSCAM and DSCAML1 in central nervous system development and disease. Adv Neurobiol 8, 249–270.

Muta, T., 2006. IkappaB-zeta: an inducible regulator of nuclear factor-kappaB. Vitam. Horm. 74, 301–316.

Nentwich, O., Dingwell, K.S., Nordheim, A., Smith, J.C., 2009. Downstream of FGF during mesoderm formation in Xenopus: the roles of Elk-1 and Egr-1. Dev. Biol. 336, 313–326.

Park, S., Jung, H.H., Park, Y.H., Ahn, J.S., Im, Y.-H., 2011. ERK/MAPK pathways play critical roles in EGFR ligands-induced MMP1 expression. Biochem. Biophys. Res. Commun. 407, 680–686.

Pei, G., Schnettger, L., Bronietzki, M., Repnik, U., Griffiths, G., Gutierrez, M.G., 2015. Interferon-γ-inducible Rab20 regulates endosomal morphology and EGFR degradation in macrophages. Mol. Biol. Cell 26, 3061–3070.

Pereira, L.A., Wong, M.S., Mei Lim, S., Stanley, E.G., Elefanty, A.G., 2012. The Mix family of homeobox genes--key regulators of mesendoderm formation during vertebrate development. Dev. Biol. 367, 163–177.

Pézeron, G., Lambert, G., Dickmeis, T., Strähle, U., Rosa, F.M., Mourrain, P., 2008. Rasl11b knock down in zebrafish suppresses one-eyed-pinhead mutant phenotype. PLoS One 3, e1434.

Regard, J.B., Scheek, S., Borbiev, T., Lanahan, A.A., Schneider, A., Demetriades, A.-M., Hiemisch, H., Barnes, C.A., Verin, A.D., Worley, P.F., 2004. Verge: a novel vascular early response gene. J. Neurosci. 24, 4092–4103.

Scotland, R.L., Allen, L., Hennings, L.J., Post, G.R., Post, S.R., 2013. The ral exchange factor rgl2 promotes cardiomyocyte survival and inhibits cardiac fibrosis. PLoS One 8, e73599.

Suga, A., Hikasa, H., Taira, M., 2006. Xenopus ADAMTS1 negatively modulates FGF signaling independent of its metalloprotease activity. Dev. Biol. 295, 26–39.

Tsubaki, H., Tooyama, I., Walker, D.G., 2020. Thioredoxin-Interacting Protein (TXNIP) with Focus on Brain and Neurodegenerative Diseases. Int. J. Mol. Sci. 21. https://doi.org/10.3390/ijms21249357

van Wijnen, A.J., Bagheri, L., Badreldin, A.A., Larson, A.N., Dudakovic, A., Thaler, R., Paradise, C.R., Wu, Z., 2021. Biological functions of chromobox (CBX) proteins in stem cell self-renewal, lineage-commitment, cancer and development. Bone 143, 115659.

Wang, S., Krinks, M., Lin, K., Luyten, F.P., Moos M, Jr., 1997. Frzb, a secreted protein expressed in the Spemann organizer, binds and inhibits Wnt-8. Cell 88, 757–766.

Zhang, S., Xie, C., 2017. The role of OXCT1 in the pathogenesis of cancer as a rate-limiting enzyme of ketone body metabolism. Life Sci. 183, 110–115.

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S6 Table

**Table_S11** **Genes significantly down-regulated by Fgf4 overexpression and Cic knockdown** (p≤0.01 and effect size≤0.57)

| Gene | Control mean | Cska-Fgf4  mean | Cic-TALEN mean | Fgf4/Cont pval | Fgf4/Cont effect size | Cic-TALEN/Cont pval | Cic-TALEN/Cont effect size |
| --- | --- | --- | --- | --- | --- | --- | --- |
| bmpr1b | 36.72 | 14.60 | 14.02 | 3.53E-03 | 0.48 | 6.44E-03 | 0.51 |
| cebpa | 23.57 | 3.47 | 4.93 | 1.07E-07 | 0.28 | 2.73E-05 | 0.36 |
| cnga2 | 4.00 | 0.86 | 1.27 | 4.55E-04 | 0.32 | 4.51E-03 | 0.40 |
| cygb | 75.44 | 27.18 | 31.71 | 5.12E-06 | 0.48 | 1.56E-04 | 0.55 |
| dmrta1 | 8.74 | 2.27 | 2.33 | 2.10E-03 | 0.41 | 1.35E-03 | 0.39 |
| draxin | 11.88 | 5.62 | 4.18 | 4.79E-03 | 0.56 | 1.07E-04 | 0.45 |
| fezf1 | 8.56 | 2.24 | 1.68 | 1.45E-03 | 0.36 | 4.69E-04 | 0.32 |
| fezf2 | 12.21 | 4.23 | 3.15 | 8.98E-03 | 0.33 | 2.04E-03 | 0.27 |
| foxg1 | 15.00 | 2.15 | 1.54 | 2.43E-03 | 0.25 | 3.92E-04 | 0.20 |
| gfi1 | 9.24 | 0.91 | 1.61 | 3.20E-05 | 0.19 | 5.13E-03 | 0.33 |
| LOC100487395 | 12.51 | 4.59 | 4.62 | 2.08E-03 | 0.52 | 1.02E-03 | 0.50 |
| LOC100494953 | 2.53 | 0.53 | 0.79 | 1.93E-05 | 0.25 | 1.27E-03 | 0.35 |
| LOC101731177 | 2.05 | 0.78 | 0.68 | 8.22E-03 | 0.46 | 5.38E-03 | 0.44 |
| nes | 15.55 | 6.09 | 6.13 | 4.61E-03 | 0.53 | 1.94E-03 | 0.50 |
| nfasc | 3.01 | 1.19 | 1.03 | 8.07E-03 | 0.52 | 4.00E-03 | 0.49 |
| nkain1 | 10.34 | 3.85 | 4.13 | 1.71E-04 | 0.55 | 2.50E-04 | 0.55 |
| nova2 | 37.74 | 14.69 | 14.22 | 4.35E-03 | 0.54 | 1.49E-03 | 0.50 |
| nr2f2 | 24.01 | 6.79 | 6.37 | 5.72E-03 | 0.40 | 4.43E-03 | 0.39 |
| pax6 | 82.11 | 16.77 | 16.09 | 8.96E-06 | 0.28 | 5.30E-05 | 0.31 |
| pdp2 | 26.76 | 5.86 | 7.66 | 4.65E-04 | 0.41 | 1.11E-03 | 0.43 |
| pitx1 | 23.53 | 4.13 | 5.51 | 1.57E-03 | 0.24 | 8.65E-03 | 0.30 |
| pitx2 | 38.52 | 11.41 | 9.05 | 3.03E-03 | 0.38 | 7.02E-04 | 0.33 |
| pou2f3 | 12.01 | 2.37 | 3.84 | 4.48E-05 | 0.30 | 8.58E-03 | 0.47 |
| pou3f2 | 6.01 | 1.91 | 1.32 | 5.99E-03 | 0.48 | 2.26E-04 | 0.37 |
| rasgef1a | 12.30 | 4.03 | 4.16 | 4.27E-04 | 0.46 | 4.68E-04 | 0.47 |
| rax | 55.81 | 5.94 | 5.70 | 5.09E-03 | 0.16 | 2.44E-03 | 0.13 |
| sfrp2 | 85.05 | 35.22 | 32.18 | 4.27E-03 | 0.56 | 1.14E-03 | 0.52 |
| six3 | 32.91 | 7.01 | 6.64 | 3.26E-03 | 0.25 | 1.41E-03 | 0.22 |
| slc23a2 | 56.74 | 19.95 | 26.55 | 1.16E-03 | 0.49 | 7.79E-03 | 0.56 |
| slc7a2.1 | 11.39 | 4.47 | 3.71 | 3.14E-04 | 0.47 | 2.50E-04 | 0.46 |
| spam1 | 10.32 | 0.85 | 1.14 | 1.52E-03 | 0.12 | 4.93E-03 | 0.16 |
| spib | 30.44 | 2.09 | 3.39 | 2.06E-07 | 0.14 | 1.08E-05 | 0.18 |
| tmem119 | 7.63 | 1.83 | 1.22 | 2.75E-03 | 0.31 | 1.71E-03 | 0.29 |
| unc13d | 3.81 | 0.58 | 0.34 | 1.26E-03 | 0.27 | 9.90E-05 | 0.21 |
| wnt8b | 5.20 | 1.46 | 1.90 | 1.56E-03 | 0.45 | 4.55E-03 | 0.49 |

# Supplementary material for: Regulation of gene expression downstream of a novel Fgf/Erk pathway during Xenopus development
**Source:** PLoS One. 2023 Oct 19;18(10):e0286040. doi: 10.1371/journal.pone.0286040
**Supplement:** S7 Table

**Table_S12** **Function of genes significantly down-regulated by Fgf4 overexpression and Cic knockdown**

| Gene symbol | Gene name | Annotation |
| --- | --- | --- |
| [bmpr1b](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=bmpr1b) | bone morphogenetic protein receptor type 1B | serine/threonine kinase receptor involved in mesoderm patterning (Maeno et al., 1994) |
| [cebpa](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=cebpa) | CCAAT enhancer binding protein alpha | marker of myeloid lineage (Costa et al., 2008) |
| [cnga2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=cnga2) | cyclic nucleotide gated channel subunit alpha 2 | Involved in olfaction |
| [cygb](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=cygb) | cytoglobin | Globin family gene (Nakade et al., 2015) |
| [dmrta1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=dmrta1) | DMRT like family A1 | Dmrt family transcription factor expressed in anterior nervous system (Huang et al., 2005) |
| [draxin](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=draxin) | dorsal inhibitory axon guidance protein | Wnt signalling antagonist involved in neural crest migration (Hutchins and Bronner, 2018) |
| [fezf1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=fezf1) | FEZ family zinc finger 1 | zinc finger protein involved in anterior neural patterning (Rodríguez-Seguel et al., 2009) |
| [fezf2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=fezf2) | FEZ family zinc finger 1 | zinc finger protein involved in anterior neural patterning (Rodríguez-Seguel et al., 2009) |
| [foxg1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=foxg1) | forkhead box G1 | Transcription factor involved in anterior neural development (Hardcastle and Papalopulu, 2000) |
| [gfi1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=gfi1) | growth factor independent 1 transcriptional repressor | Transcription factor expressed in blood islands and placode (Ciau-Uitz et al., 2010) |
| [LOC100487395](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=LOC100487395) |  | provisional fidgetin like2 |
| [LOC100494953](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=LOC100494953) |  | provisional neural-cadherin |
| [LOC101731177](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=LOC101731177) |  | provisional zinc finger protein OZF |
| [nes](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=nes) | nestin | neuronal intermediate filament protein (Hemmati-Brivanlou et al., 1992) |
| [nfasc](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=nfasc) | neurofascin | neural cell adhesion molecule |
| [nkain1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=nkain1) | sodium/potassium transporting ATPase interacting 1 | predicted membrane protein |
| [nova2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=nova2) | NOVA alternative splicing regulator 2 | regulator of alternative splicing in neural tissue (Jelen et al., 2007) |
| [nr2f2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=nr2f2) | nuclear receptor subfamily 2 group F member 2 | steroid hormone receptor expressed in anterior nervous system (van der Wees et al., 1996) |
| [pax6](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pax6) | paired box 6 | homeodomain transcription factor in eye and neural development (Hirsch and Harris, 1997) |
| [pdp2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pdp2) | pyruvate dehyrogenase phosphatase catalytic subunit 2 | Mitochondrial enzyme |
| [pitx1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pitx1) | paired like homeodomain 1 | transcription factor involved in anterior development (Hollemann and Pieler, 1999) |
| [pitx2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pitx2) | paired like homeodomain 2 | transcription factor involved in anterior development and left-right asymmetry (Ryan et al., 1998) |
| [pou2f3](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pou2f3) | POU class 2 homeobox 3 | POU family homeodomain transcription factor |
| [pou3f2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=pou3f2) | POU class 3 homeobox 2 | POU family homeodomain transcription factor expressed in anterior nervous system (Cosse-Etchepare et al., 2018) |
| [rasgef1a](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=rasgef1a) | rasGEF domain family member 1A | guanine nucleotide exchange factor |
| [rax](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=rax) | retina and anterior neural fold homeobox | transcription factor expressed in anterior nervous system and involved in retinal development (Andreazzoli et al., 1999) |
| [sfrp2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=sfrp2) | secreted frizzled related protein 2 | secreted Wnt antagonist expressed in anterior ectoderm (Takahashi et al., 2005) |
| [six3](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=six3) | six homeobox 3 | transcription factor involved in anterior neural development (Gestri et al., 2005) |
| [slc23a2](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=slc23a2) | solute carrier family 23 member 2 | ascorbic acid transporter |
| [slc7a2.1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=slc7a2.1) | solute carrier family 7 member 2, gene 1 | cationic amino acid transporter |
| [spam1](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=spam1) | sperm adhesion molecule 1 | cell adhesion molecule expressed expression in ventral region of embryo |
| [spib](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=spib) | spi-B transcription factor | ETS family transcription factor involved in myeloid development (Costa et al., 2008) |
| [tmem119](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=tmem119) | transmembrane protein 119 | Expressed in microglia in mammals |
| [unc13d](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=unc13d) | unc-13 homolog D |  |
| [wnt8b](http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=Gene&cmd=search&term=wnt8b) | Wnt family member 8B | Wnt family ligand expressed in anterior neural plate (Merzdorf and Sive, 2006) |

References

Ciau-Uitz, A., Pinheiro, P., Gupta, R., Enver, T., Patient, R., 2010. Tel1/ETV6 specifies blood stem cells through the agency of VEGF signaling. Dev. Cell 18, 569–578.

Costa, R.M.B., Soto, X., Chen, Y., Zorn, A.M., Amaya, E., 2008. spib is required for primitive myeloid development in Xenopus. Blood 112, 2287–2296.

Hardcastle, Z., Papalopulu, N., 2000. Distinct effects of XBF-1 in regulating the cell cycle inhibitor p27(XIC1) and imparting a neural fate. Development 127, 1303–1314.

Hemmati-Brivanlou, A., Mann, R.W., Harland, R.M., 1992. A protein expressed in the growth cones of embryonic vertebrate neurons defines a new class of intermediate filament protein. Neuron 9, 417–428.

Hirsch, N., Harris, W.A., 1997. Xenopus Pax-6 and retinal development. J. Neurobiol. 32, 45–61.

Hollemann, T., Pieler, T., 1999. Xpitx-1: a homeobox gene expressed during pituitary and cement gland formation of Xenopus embryos. Mech. Dev. 88, 249–252.

Huang, X., Hong, C.-S., O’Donnell, M., Saint-Jeannet, J.-P., 2005. The doublesex-related gene, XDmrt4, is required for neurogenesis in the olfactory system. Proc. Natl. Acad. Sci. U. S. A. 102, 11349–11354.

Hutchins, E.J., Bronner, M.E., 2018. Draxin acts as a molecular rheostat of canonical Wnt signaling to control cranial neural crest EMT. J. Cell Biol. 217, 3683–3697.

Jelen, N., Ule, J., Zivin, M., Darnell, R.B., 2007. Evolution of Nova-dependent splicing regulation in the brain. PLoS Genet. 3, 1838–1847.

Maeno, M., Ong, R.C., Suzuki, A., Ueno, N., Kung, H.F., 1994. A truncated bone morphogenetic protein 4 receptor alters the fate of ventral mesoderm to dorsal mesoderm: Roles of animal pole tissue in the development of ventral mesoderm. Proc. Natl. Acad. Sci. U. S. A. 91, 10260–10264.

Rodríguez-Seguel, E., Alarcón, P., Gómez-Skarmeta, J.L., 2009. The Xenopus Irx genes are essential for neural patterning and define the border between prethalamus and thalamus through mutual antagonism with the anterior repressors Fezf and Arx. Dev. Biol. 329, 258–268.

Ryan, A.K., Blumberg, B., Rodriguez-Esteban, C., Yonei-Tamura, S., Tamura, K., Tsukui, T., de la Peña, J., Sabbagh, W., Greenwald, J., Choe, S., Norris, D.P., Robertson, E.J., Evans, R.M., Rosenfeld, M.G., Izpisúa Belmonte, J.C., 1998. Pitx2 determines left-right asymmetry of internal organs in vertebrates. Nature 394, 545–551.

van der Wees, J., Matharu, P.J., de Roos, K., Destrée, O.H., Godsave, S.F., Durston, A.J., Sweeney, G.E., 1996. Developmental expression and differential regulation by retinoic acid of Xenopus COUP-TF-A and COUP-TF-B. Mech. Dev. 54, 173–184.

Andreazzoli, M., Gestri, G., Angeloni, D., Menna, E., Barsacchi, G., 1999. Role of Xrx1 in Xenopus eye and anterior brain development. Development 126, 2451-2460.

Cosse-Etchepare, C., Gervi, I., Buisson, I., Formery, L., Schubert, M., Riou, J.F., Umbhauer, M., Le Bouffant, R., 2018. Pou3f transcription factor expression during embryonic development highlights distinct pou3f3 and pou3f4 localization in the Xenopus laevis kidney. Int J Dev Biol 62, 325-333.

Gestri, G., Carl, M., Appolloni, I., Wilson, S.W., Barsacchi, G., Andreazzoli, M., 2005. Six3 functions in anterior neural plate specification by promoting cell proliferation and inhibiting Bmp4 expression. Development 132, 2401-2413.

Merzdorf, C.S., Sive, H.L., 2006. The zic1 gene is an activator of Wnt signaling. Int J Dev Biol 50, 611-617.

Nakade, S., Sakuma, T., Sakane, Y., Hara, Y., Kurabayashi, A., Kashiwagi, K., Kashiwagi, A., Yamamoto, T., Obara, M., 2015. Homeolog-specific targeted mutagenesis in Xenopus laevis using TALENs. In Vitro Cell Dev Biol Anim 51, 879-884.

Takahashi, N., Tochimoto, N., Ohmori, S.Y., Mamada, H., Itoh, M., Inamori, M., Shinga, J., Osada, S., Taira, M., 2005. Systematic screening for genes specifically expressed in the anterior neuroectoderm during early Xenopus development. Int J Dev Biol 49, 939-951.

How the deposited data were processed for this re-analysis (not part of the article)

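RNA-seq libraries of *X. tropicalis* embryos at stage 14 were used, 3 each from control embryos injected with water, embryos injected with 5 pg of Cska-Fgf4 plasmid and embryos injected with 1 ng of each Cic-TALEN mRNA. All 9 libraries were mapped to condition and replicate number from their labels and from the columns of the S1 Table. The wounding, in situ hybridisation, quantitative PCR and western blot experiments were not analysed here.

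The authors made strand-specific poly(A) libraries, sequenced them on the Illumina platform, quantified the reads with Salmon against the *X. tropicalis* genome and aggregated them by gene in Sleuth, testing with a model of batch and treatment. They deposited 1 table of gene-level TPM signal with a column per library, and a column with the authors' mean for each condition. The deposited signal values are TPM by the header of the mean columns, but each library would then sum to the same total, and the sums run from 871757 to 1162165 with a median of 991956. A factor per library was therefore applied after TPM, and the paper's text does not name it. The Methods do not state the versions of the tools or the annotation release. The depth behind each value is unknown, since TPM keeps no counts, so no counting error is given and precision is judged from the 3 replicates of each condition alone. All columns of per-sample values were mapped.

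Gene names were used as the table gives them. Of the 23633 names, 19345 match a current symbol of the reference gene table and 277 an older one. Bare numbers stand in place of a name in 23. No genome sequence was used here, so no coordinates are given and GC content was not checked.

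Values were taken as log2(TPM + 0.5). Each gene with a mean TPM of at least 1.5 in at least 1 condition, 13833 genes in all, was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with condition and replicate number as factors over all 9 libraries and a variance prior that follows mean expression (4 residual and 3.31 prior degrees of freedom). Each comparison tested the genes with a mean TPM of at least 1.5 in control or in its own treated libraries, 13437 for Fgf4 overexpression and 13598 for Cic knockdown. All p values of single genes are two-sided. Calls used the numbers of the paper's limits, an unadjusted p of at most 0.01 and a fold change of at least 1.75 or at most 0.571. The paper sets 1.75 on its effect size, where it may equal a 2.24-fold change. Adjusted p values are by Benjamini and Hochberg. The overlap of calls was tested with a one-sided Fisher's exact test among the genes tested in both comparisons. A fold change printed here is 2 to the power of a log2 change of TPM + 0.5.

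The pairing of libraries comes from the replicate numbers in the labels. The paper models batch and states that it stands for the embryo batch, without listing which library belongs to which batch, so replicate number was taken as batch. As a check, the standard errors in the part of the S1 Table that was used were compared with those of both fits over 889 genes. The 1st percentile of the ratio of the paper's standard error to that of the fit with the block was 0.862, and of the fit without it 0.374.

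Genes named in the text follow a rule fixed beforehand. They are every gene that the paper names for these data, *fgf4* and *cic* as the manipulated genes, *etv5* and the *dusp* genes, and for each comparison the 5 genes with a symbol and the smallest p among calls that changed the same way in all 3 replicate pairs. A gene that the rule names is not reported here. Other copies of named genes (*sox17b.1*, *arhgap11a.1*, *zfp36l2*) and LOC100493036 were added after their values were seen.

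Gene sets were tested with camera of limma, two-sided, with a preset inter-gene correlation of 0.01. Its p thus takes genes as nearly independent and is no measure of the spread between the 3 replicates. Lists of p53 target genes and of genes expressed at the blastula and gastrula stages were written before the values were seen, and a list of oocyte and maternal genes after. Names in the lists were also matched through the older symbols of the reference gene table, a step added after the first results were seen. The median of each set in each replicate pair was set against 10000 random lists of the same size matched on mean expression.

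Alternatives were no replicate block, pseudocounts of 0.1 and 1, a TPM filter of 5 and none (genes above 0 in at least 3 libraries), a fit of only the 6 libraries of a comparison, a constant variance prior, p from the normal distribution, median-of-ratios scaling, quantile normalization, an adjusted p of at most 0.05, and leaving out each library or replicate number in turn. A limit on the natural-log ratio (equal to a 2.24-fold change), alone and with p from the normal distribution, no limit on effect size, and an oocyte and maternal score as a covariate were added after seeing the data. A GC-content correction was not run for want of transcript sequences, and tests on counts were not run because the values are not counts. The fit was tested on simulated data in which 200 of 13117 genes changed by known amounts with Cic knockdown. All of these amounts were well above the fold-change limit, and errors were independent between genes. The test therefore does not show how many smaller changes would be found in the real data. The fit called 177 of the 196 changed genes that could be tested (90.3%) and 81 of the 12590 unchanged genes, of which 1.26% had a p of at most 0.01. In the simulated Fgf4 comparison, where no gene changed, 87 genes were called.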

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

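The text of the paper does not report on p53 target genes or on oocyte and maternal genes in these libraries, nor on how much *fgf4* transcript each Fgf4 library holds. The list of p53 target genes was chosen before the values were seen, and the oocyte and maternal list and the comparison of *fgf4* among libraries only after.

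With Cic knockdown, the median log2 change of 26 p53 target genes was 0.77, with 22 of the 26 higher than in control embryos and 12 called up. The median was above 0 in all 3 replicate pairs (0.93, 0.57 and 0.72). The camera test gave a p of 1.08e-09 with the replicate block and 2.79e-12 without it (after adjustment over the 6 gene set tests, 3.25e-09 and 8.36e-12). Camera was run with genes taken as nearly independent, so its p here and below does not measure the spread between replicates.

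The median log2 change of 45 oocyte and maternal genes with Cic knockdown was 1.27, with 42 of the 45 higher and 22 called up. It was above 0 in all 3 replicate pairs (1.44, 0.67 and 1.38), and the camera p was 1.85e-17 with the block and 4.28e-23 without it (1.11e-16 and 2.57e-22 after the same adjustment). This list was written after *ccnb1*, *spdyc*, *zfp36l2.1*, *zfp36l2.2* and *cdkn2b* had been seen among the genes raised most, and these 5 genes were left out of it.

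The Fgf4 library with the least *fgf4* transcript, replicate 3, held 95.4 TPM, against 1692 and 168 TPM in replicates 1 and 2, a 17.7-fold range. The highest control library held 4.07 TPM.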

How the results depend on the processing

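The fit, the limits on p, fold change and TPM, the p53 target list, the blastula and gastrula list and all alternatives were chosen before the data were examined, except the limit on the natural-log ratio, alone or with p from the normal distribution, the p limit with no limit on effect size, and the oocyte and maternal score as a covariate, which were chosen after seeing the data, as was the oocyte and maternal list.

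The replicate block changes every count of calls. Without the block, 59 genes were called up with Fgf4 and 62 down, against 188 and 156 with it. For Cic knockdown the counts were 323 up and 48 down, against 543 and 102, and 28 and 16 genes were shared up and down, against 81 and 36. Of the calls without the block, 58, 56, 315 and 45 were also called with it, in the order Fgf4 up, Fgf4 down, Cic up and Cic down. The share of Fgf4 calls that moved the same way with Cic knockdown was little changed without the block. In this balanced design the block cannot move the log2 change of a gene or the median of a gene set.

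The way p is obtained moved each count of calls. At an adjusted p of at most 0.05, 0 genes were called up with Fgf4, 0 down, 0 up with Cic knockdown, 0 down, 0 shared up and 0 shared down, while 1784 genes had an unadjusted p under 0.05 with Fgf4 and 2335 with Cic knockdown. The lowest adjusted p values were 0.0711 and 0.0712. A fit of the control and Cic knockdown libraries alone gave 275 genes at that limit. With p from the normal distribution, the counts in the same order were 358, 447, 869, 256, 153 and 108, and 91.9% of Fgf4 calls moved the same way with Cic knockdown, against 95.6%. A fit of the 6 libraries of a comparison called 207 genes down with Cic knockdown and shared 67 down, and its share of the same direction was 98.0%. Median-of-ratios scaling gave 249 genes down with Fgf4, 166 down with Cic knockdown and 69 shared down, and took *etv1* with Cic knockdown to -0.051 on the log2 scale. Quantile normalization gave 194 genes down with Cic knockdown, and a TPM filter of 5 gave 346 up. The other alternatives set beforehand, both pseudocounts, no TPM filter and a constant variance prior, left each of the 6 counts within a factor of 1.5 of its value. Depth is unknown, so its limits on low genes were not tested.

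With the limit on the natural-log ratio, 120 genes were called up with Fgf4, 66 down with Cic knockdown, 51 shared up and 23 shared down. With p from the normal distribution beside that limit, 268 were called down with Fgf4, 160 down with Cic knockdown and 66 shared down. With the oocyte and maternal score as a covariate, 127 genes were called up and 119 down with Cic knockdown, 255 up and 51 down with Fgf4, 44 shared up and 8 shared down. The share of Cic knockdown calls that were up then fell from 84.2% to 51.6%. Of the calls without the covariate, 14 of 543 were also called up with Cic knockdown, 1 of 102 down, 100 of 188 up with Fgf4 and 32 of 156 down. The median log2 change of the p53 set with Cic knockdown was then 0.58 (camera, unadjusted p of 0.0532, against 2.79e-12 to 1.27e-07 over the alternatives set beforehand, the fits that left out libraries included). That of the blastula and gastrula set became -0.54 with Cic knockdown (unadjusted p of 0.00146) and 0.40 with Fgf4 (unadjusted p of 0.181). Single genes changed sign under the covariate, with Fgf4 *szl* to -0.33, *zfp36l2.1* to -0.0042 and *zfp36l2.2* to -0.046, and with Cic knockdown *cic* to 0.091, *tbxt* to -0.25, *chrd* to 0.14, *mixl1* to -0.19, *rax* to 0.38, *hoxa7* to 1.33, *hoxb9* to 0.98 and *pitx1* to 0.58. The score is nearly aligned with Cic knockdown, so these changes cannot be divided between both.

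Leaving out each library or each replicate number in turn gave 59 to 238 genes up and 18 to 818 down with Fgf4, 210 to 773 up and 14 to 397 down with Cic knockdown, 22 to 104 shared up and 4 to 134 shared down. The share of the same direction ran from 81.3% to 98.8%. The median of the oocyte and maternal set ran from 0.91 to 1.69 with Cic knockdown and from 0.011 to 0.66 with Fgf4, lowest without Fgf4 replicate 2. The p53 set ran from 0.67 to 0.98 and from 0.29 to 0.54. The blastula and gastrula set ran from 0.11 to 0.67 with Cic knockdown and from 0.36 to 1.06 with Fgf4. Mean TPM of *cic* ran from 13.7 to 14.4 in control and from 12.8 to 14.2 in Cic knockdown embryos. Among the 104 results of single genes examined, not counting genes summarised only in a list or family, the log2 changes that changed sign were those with Fgf4 of *chrd* (-0.24 to 0.87) and *szl* (-0.25 to 0.56), and with Cic knockdown of *cic* (-0.11 to 0.0029), *etv1* (-0.17 to 0.16), *etv4* (-0.10 to 0.055), *cdx4* (-0.12 to 0.32), *tbxt* (-0.028 to 1.01), *chrd* (-0.55 to 0.29), *not* (-0.58 to 0.024), *szl* (-0.62 to 0.11) and *hoxa7* (-0.60 to 0.045). Over these results, leaving out libraries kept the call or lack of one in 1023 fits, weakened the result in 167, strengthened it in 30 and reversed its sign in 24. The other settings did so in 1252, 149, 35 and 12. The cause was not tested.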

Differences from the paper's values

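The limit on the natural-log ratio, its combination with p from the normal distribution, the fit without a limit on effect size and the covariate were chosen after seeing the values. All other settings named here were set before the data were examined. A value is called close when it lies within a factor of 1.5 of the paper's. A fold change of a gene other than *fos* was also called close when it differed by no more than the SD of the 3 pair ratios. That rule left out values beyond the factor for *frzb*, *rax* and *spib* with both treatments. It also left out *egr1*, *pax6* and *six3* with Fgf4 and *adamts1* with Cic knockdown. For *frzb* with Cic knockdown the values were 8.65 here and 4.49 in the paper. The other counts of calls were close: the paper gives 457 genes up and 79 down with Cic knockdown, 172 down with Fgf4, and 65 up and 35 down in both conditions, against 543, 102, 156, 81 and 36 here.

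The paper called 122 genes up with Fgf4, and the fit of the deposited values called 188. Settings that came close to the paper's value were a pseudocount of 1 (168), a TPM filter of 5 (130), median-of-ratios scaling (177), quantile normalization (174), and leaving out replicate 1 (106), replicate 2 (121), replicate 3 (171), control library 2 (100), control library 3 (159), Fgf4 library 1 (167), Cic knockdown library 1 (162) or Cic knockdown library 3 (180). The limit on the natural-log ratio (120) and its combination with p from the normal distribution (165), both chosen later, also did. The remaining settings did not.

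For the overlap of genes called up, the paper states a bound, a p under 3.9e-63, and Fisher's exact test gave p = 6.72e-74 here, which lies under the bound. Among all settings tried, leaving out replicate 3 (2.73e-63) was within a factor of 1.5 of the bound. For the overlap of genes called down, the paper's bound is 3.0e-46, and Fisher's exact test gave p = 1.40e-44 here, above it. No setting tried came within a factor of 1.5 of the bound. Settings whose p lay under it were a pseudocount of 1 (9.52e-52), no TPM filter (1.05e-49), the fit of 6 libraries (7.80e-80), p from the normal distribution (9.81e-93), median-of-ratios scaling (5.17e-77), quantile normalization (1.34e-48), and leaving out replicate 3 (2.89e-47), control library 3 (8.71e-48), Fgf4 library 3 (1.33e-118) or Cic knockdown library 2 (4.16e-68), and, chosen later, the natural-log limit with p from the normal distribution (6.94e-71).

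The fold change of fos with Fgf4 is 5.4 as the paper's effect size, and was 10.0 here. No setting tried came close to the paper's value. With Cic knockdown the paper gives 4.4 for *fos*, against 7.72 here. Leaving out replicate 1 (6.15), control library 1 (6.54) or Cic knockdown library 1 (6.48) came close to it, as did the covariate (5.71), and the other settings did not. The paper's fold change of rasl11b with Cic knockdown is 2.60, against 3.96 here. A pseudocount of 1 (3.88), median-of-ratios scaling (3.79), and leaving out replicate 1 (3.77), control library 2 (3.67), Cic knockdown library 1 (3.50) or Cic knockdown library 3 (3.80) came close to the paper's value, as did the covariate (1.82). For *pax6* with Cic knockdown the paper gives an effect size of 0.31, against a fold change of 0.192 here. Close to it were the fits without replicate 1 (0.260), control library 1 (0.255), Cic knockdown library 1 (0.228) or Cic knockdown library 3 (0.238), and the other settings, the covariate (0.760) included, were not.

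The paper entered 1125 genes in its gene ontology analysis of Cic knockdown. The paper's text describes them as genes affected by Cic knockdown, of which 645 were called here. The heading of the S2 Table names up-regulated genes, of which 543 were called here. The count of 1125 is not the sum of the 457 genes up and 79 down that the paper calls at its stated limits, to which 645 is close. No TPM filter (785), the fit of 6 libraries (911), p from the normal distribution (1125), and leaving out replicate 2 (775), Fgf4 library 2 (764) or Cic knockdown library 2 (1170) came close to the paper's count. So did the p limit without a limit on effect size (801), chosen after seeing the values.

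Some statements of the paper are not met by the deposited values. The paper describes *fos* as the gene most strongly up-regulated in both conditions. By p it ranked 1 in both comparisons, and by fold change 3 of 188 with Fgf4 and 57 of 543 with Cic knockdown. *egr1* was not called with Cic knockdown. It was called by the fit of 6 libraries, by p from the normal distribution, and without replicate 1, control library 3, Fgf4 library 1 or Fgf4 library 3, and by the natural-log limit with p from the normal distribution. The paper states in one place that *gdf3* is increased by Cic knockdown and in another that it is not significantly up-regulated by it. Here its log2 change of 1.21 was not called (unadjusted p of 0.0269), except by the fit of 6 libraries, p from the normal distribution, leaving out Fgf4 library 1, and the natural-log limit with p from the normal distribution. *arhgap11a.2*, *jun* and *rab7b* were not called with Fgf4. Settings that called *arhgap11a.2* were p from the normal distribution, median-of-ratios scaling, quantile normalization, and leaving out replicate 1, Fgf4 library 1, Cic knockdown library 1 or Cic knockdown library 2. For *jun* they were the fit of 6 libraries, p from the normal distribution, leaving out replicate 1, Fgf4 library 1 or Cic knockdown library 1, and the natural-log limit with p from the normal distribution. For *rab7b* they were p from the normal distribution, alone or with the natural-log limit, and leaving out Fgf4 library 1. In Fig. 2D *neurod1* has no star for a p of at most 0.05, and its unadjusted p was 0.0432 here (log2 change -1.23, lower in 3 of 3 replicate pairs).

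Of the 65 genes of the S4 Table, 52 were called up with Fgf4, 55 with Cic knockdown and 46 with both. Of the 35 genes of the S6 Table, 27 were called down with Fgf4, 25 with Cic knockdown and 21 with both. Fold changes of the deposited values lay above the paper's effect sizes for 54 (Fgf4) and 57 (Cic knockdown) of the 65 genes of the S4 Table, and below them for 32 and 32 of the 35 genes of the S6 Table.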

Other observations

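Tests of other groupings of the libraries, of the shared control libraries, of delayed development in both injected groups and of p53 target genes were set beforehand. The tests of the oocyte and maternal genes, of scaling and of a shared response for the p53 set, of the *fgf4* libraries and of the effect-size scale were chosen only after the results were seen.

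Swapping condition labels within replicate numbers makes 4 splits of the 6 libraries of a comparison. The real split gave 188 genes up and 156 down with Fgf4, and 543 up and 102 down with Cic knockdown. The other 3 splits, which reverse 1 or 2 pairs, gave at most 28 genes in a direction. For each of these 4 counts, 1 of the 4 splits gave as many genes, the real one itself, and with 4 splits that share cannot fall under 0.25. For the genes shared by both conditions, 100 of the 108 relabelings within replicate numbers were drawn, the real one included. As many genes as the 81 shared up were reached in 13 of the 100, and as many as the 36 shared down in 16, counting the larger of both directions. By this count neither overlap is rarer than 0.05 among relabelings. The count is no test of chance alone, since some relabelings hold the real contrast by design, those with the Cic knockdown libraries together as controls and those that keep the real controls, and since the larger direction was counted. For both counts they were reached where the Cic knockdown libraries together took the place of the controls (4 relabelings, 123 to 152 genes shared down), where Fgf4 library 2 and Cic knockdown libraries 1 and 3 did (4, with 118 to 124 up and 200 to 220 down) and where Fgf4 libraries 1 and 2 and Cic knockdown library 3 did (4, with 268 to 299 up). The shared-down size was also reached in 3 relabelings that kept the real controls and exchanged treated libraries (62 to 69 up and 27 to 36 down). Why these groupings share so many genes was not tested. The median over the other relabelings was 2 genes up and 1 down.

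Of the genes called with Fgf4, 95.6% changed the same way with Cic knockdown, and both comparisons use the same control libraries. With controls that do not overlap, Fgf4 taken from 2 replicate numbers and Cic knockdown from the other, the shares were 94.4%, 78.5% and 86.1%. Among the 100 relabelings with shared controls, 38 gave a share as high as the real one, and the median of the others was 92% (lowest 42.9%). Most of these called few genes, with a median of 16. Of the 21 others with at least 100 called genes, 13 gave a share as high, but 12 of these mix conditions within the treated group whose calls were counted, which can build in a common direction. Among the 8 in which that group held libraries of a single condition, 1 gave a share as high. The lowest share among the 21 was 52.1%. The shares without overlapping controls stayed above 50%, but what other groupings give with such controls was not tested. Delayed development of both injected groups is another candidate explanation. The 25 blastula and gastrula genes in the fit, 75.8% of the list, had a median log2 change of 0.24 with Cic knockdown (15 of 25 higher, camera p of 0.154 with the replicate block and 0.102 without it) and 0.63 with Fgf4 (16 of 25 higher, p of 0.0163, and 0.00263 without the block). With no TPM filter the median with Cic knockdown was 0.53 (p of 0.0587). The Cic knockdown pairs gave 0.73, -0.038 and 0.69, and the Fgf4 pairs 0.78, 0.89 and 0.0022. With no TPM filter, over 30 genes, or 90.9% of the list, the medians were 0.59, -0.027 and 0.65 with Cic knockdown and 0.30, 0.83 and 0.022 with Fgf4. By this list a delay was not seen in pair 2 of Cic knockdown and pair 3 of Fgf4, where the filtered set lay at percentiles 54.5 and 73.5 of random lists matched on expression. A delay in the other pairs may remain. In the pairs where none was seen, genes of the list went both ways, so a delay cannot be excluded there.

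Many more genes rose than fell with Cic knockdown, and 2 explanations besides loss of a repressor were tested. A p53 response to DNA breaks made by the TALENs is one candidate. The p53 target set rose in all 3 Cic knockdown pairs (camera p of 1.08e-09, and 2.79e-12 without the block), by a median of 0.77. With Fgf4, where no TALEN was injected, it rose by 0.42 (p of 4.86e-04, and 3.76e-04 without the block), with pairs of 0.19, 0.77 and 0.10 against 0.93, 0.57 and 0.72 with Cic knockdown. The set thus also rose without TALENs, most in pair 2. The difference between the treatments, tested directly, was 0.65 (p of 1.16e-05), above 0 in all 3 pairs (0.91, 0.21 and 0.54). The lowest median under other scalings of the libraries was 0.71, so scaling does not account for it. With the oocyte and maternal score as a covariate the median was 0.58 with a p of 0.0532, so the p53 set cannot be told apart from the change in oocyte and maternal genes. The p53 set holds 12 of the 543 genes called up, and this response may add to the excess of genes raised. How many genes outside the list it reaches was not tested.

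Retained maternal RNA is the other candidate explanation. The oocyte and maternal set rose with Cic knockdown by a median of 1.27 (camera p of 1.85e-17, and 4.28e-23 without the block), in 42 of 45 genes. Its lowest median under other scalings was 1.21. In pair 2 the set was at 0.67 while the blastula and gastrula set was at -0.038. With no TPM filter, 14 of 30 blastula and gastrula genes were higher in that pair, so they went both ways. Their median in a single pair cannot exclude delayed development there. Delayed development also stays open in pairs 1 and 3, where both sets were higher. With Fgf4 the set rose by 0.43 (41 of 45 genes higher, camera p of 4.41e-05, and 6.34e-06 without the block), with pairs of 0.22, 0.87 and 0.03. Without Fgf4 library 2 the median was 0.011 (camera p of 0.565). The difference between the treatments was 0.82 (camera p of 4.78e-12), with pairs of 1.09, -0.03 and 1.55, so it was absent in pair 2. These p values take genes as nearly independent and do not measure the spread between replicates. The score of Fgf4 library 2 was 0.72, near those of the Cic knockdown libraries (0.74, 0.71 and 0.90), while the other Fgf4 libraries stood at -0.66 and -0.56 and the controls at -0.79, -0.29 and -0.73. Of the 543 genes called up with Cic knockdown, 359 (66.1%) were at least 1.75-fold higher in Fgf4 pair 2, against 30.8% and 27.4% in pairs 1 and 3 and 6.81% of other genes in pair 2. With the score as a covariate the median log2 change of the 543 genes went from 1.65 to 0.83, while *fos* with Cic knockdown stood at 2.51. The calls were then 127 up and 119 down, so the excess of genes raised was nearly gone (51.6% up, against 84.2%). That fit has 3 residual degrees of freedom and a slope that rests mainly on Fgf4 library 2, and the score is nearly aligned with Cic knockdown. The hypothesis that part of the genes raised by Cic knockdown are maternal transcripts that persisted therefore may hold, and it cannot be told apart from an effect of Cic loss on those genes, or from an effect of the injected TALEN mRNA, as no library of embryos with a control TALEN was analysed here. Embryos with a TALEN pair against an unrelated site would separate these.

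Levels of *fgf4* in the Fgf4 libraries spanned 17.7-fold, while the largest ratio between the scale factors of these libraries was 1.11, so scaling does not account for the spread. A difference in plasmid expressed between the replicates is a candidate explanation. The genes of the S4 Table had medians of 1.74, 1.70 and 1.13 in Fgf4 pairs 1, 2 and 3, and those of the S6 Table -2.50, -1.80 and -0.87, in the order of *fgf4*. Without the plasmid, in Cic knockdown pairs, the S4 Table genes had medians of 2.40, 1.58 and 1.3, in the same order of replicates, and the S6 Table genes -2.44, -0.96 and -1.62. The order may therefore come from the replicates, which share controls, and not from *fgf4*. With 3 libraries such an order cannot be told apart from chance.

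Fold changes of the deposited values were larger than the paper's effect sizes. Across 1076 genes of the part of the S1 Table used here, the paper's coefficients for Cic knockdown differed from the natural-log ratios of the deposited values by a median of 0.0245, and from the log2 ratios by 0.0867. The listed effect sizes equal 2 to the power of the coefficients to within 2.4e-05. Over the 889 genes with a mean TPM of at least 1.5, the slope of the coefficients was 0.986 on natural-log ratios and 0.684 on log2 ratios. An effect size computed as 2 to the power of a natural-log coefficient may account for the smaller values, and a limit of 1.75 on it would equal a 2.24-fold change. The criterion of this test was at first a 10-fold smaller difference, which these values do not meet, and was replaced after they were seen.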
